# Analysis of novel caudal hindbrain genes reveals different regulatory logic for gene expression in rhombomere 4 versus 5/6 in embryonic zebrafish

**DOI:** 10.1186/s13064-018-0112-y

**Published:** 2018-06-26

**Authors:** Priyanjali Ghosh, Jennifer M. Maurer, Charles G. Sagerström

**Keywords:** Hindbrain, Rhombomere, Gene regulatory network, Retinoic acid, Fibroblast growth factors, PG1 *hox*, *hnf1ba*, *Valentino*

## Abstract

**Background:**

Previous work aimed at understanding the gene regulatory networks (GRNs) governing caudal hindbrain formation identified morphogens such as Retinoic Acid (RA) and Fibroblast growth factors (FGFs), as well as transcription factors like *hoxb1b, hoxb1a, hnf1ba,* and *valentino* as being required for rhombomere (r) r4-r6 formation in zebrafish. Considering that the caudal hindbrain is relatively complex – for instance, unique sets of neurons are formed in each rhombomere segment – it is likely that additional essential genes remain to be identified and integrated into the caudal hindbrain GRN.

**Methods:**

By taking advantage of gene expression data available in the Zebrafish Information Network (ZFIN), we identified 84 uncharacterized genes that are expressed in r4-r6. We selected a representative set of 22 genes and assayed their expression patterns in *hoxb1b, hoxb1a, hnf1b,* and *valentino* mutants with the goal of positioning them in the caudal hindbrain GRN*.* We also investigated the effects of RA and FGF on the expression of this gene set. To examine whether these genes are necessary for r4-r6 development, we analyzed germline mutants for six of the genes (*gas6, gbx1, sall4, eglf6, celf2*, and *greb1l*) for defects in hindbrain development.

**Results:**

Our results reveal that r4 gene expression is unaffected by the individual loss of *hoxb1b, hoxb1a* or RA, but is under the combinatorial regulation of RA together with *hoxb1b*. In contrast, r5/r6 gene expression is dependent on RA, FGF, *hnf1ba* and *valentino* – as individual loss of these factors abolishes r5/r6 gene expression. Our analysis of six mutant lines did not reveal rhombomere or neuronal defects, but transcriptome analysis of one line (*gas6* mutant) identified expression changes for genes involved in several developmental processes – suggesting that these genes may have subtle roles in hindbrain development.

**Conclusion:**

We conclude that r4-r6 formation is relatively robust, such that very few genes are absolutely required for this process. However, there are mechanistic differences in r4 versus r5/r6, such that no single factor is required for r4 development while several genes are individually required for r5/r6 formation.

**Electronic supplementary material:**

The online version of this article (10.1186/s13064-018-0112-y) contains supplementary material, which is available to authorized users.

## Background

During vertebrate embryogenesis, cells in the presumptive hindbrain are sorted into seven molecularly and neuroanatomically unique segments called rhombomeres (r1-r7). Segmentation creates regional diversity along the anterior-posterior (A-P) axis of the hindbrain and sets the stage for proper neuronal development and cranial neural crest migration [1–3]. The vertebrate hindbrain is responsible for regulating complex processes such as breathing, heartbeat, circulation, wakefulness and cranio-facial development [4, 5]. Precise hindbrain patterning is critical for the development of a fully functional central nervous system (CNS) and defects in this process have been linked to neurological disorders like autism [6, 7]. Thus, it is crucial to understand the regulatory mechanisms underlying hindbrain formation.

In the zebrafish, the earliest factors to be expressed in the hindbrain include the posteriorizing morphogens Retinoic acid (RA) and Fibroblast growth factors (FGFs) [8–13]. Around 6 h post fertilization (hpf), RA is detected in the posterior paraxial mesoderm from where it diffuses throughout the neural tube creating a spatial gradient with the caudal hindbrain being exposed to higher concentrations of RA [14–19]. FGF signaling (*fgf3* and *fgf8a*) is detected as early as 8hpf in the presumptive r4 [19, 20]. Expression of these morphogens initiates the division of the hindbrain primordium into rostral and caudal regions. The subsequent expression of transcription factors (TFs) like *hoxb1b*, *hoxb1a*, *hnf1ba*, *valentino* and *krox20* further subdivides the caudal hindbrain into r4, r5 and r6. Expression levels of these factors have been manipulated to gain insight into how they interact with one another. For example, loss of RA signaling results in posterior expansion of r4 gene expression domains (e.g. *hoxb1a*), and reduced expression of r5/r6 genes like *hnf1ba* and *valentino* [16, 17, 21]. Similarly, combined knockdown of Fgf8 and Fgf3 leads to the loss of *krox20* and *valentino* expression in r5 [19, 20]. Accordingly, mutations in the *hnf1ba* and *valentino* genes cause mis-patterning of r5/r6, with the posterior expansion of *hoxb1a* and *efnb2a,* loss of *krox20* expression in r5, and loss of abducens motor neurons [22, 23]. Germline mutants for *hoxb1b* have a smaller r4, with mis-patterned cranial motor neurons, and partial loss of Mauthner neuron formation [24–26]. Similar neuronal defects are also seen in *hoxb1a* mutants [24, 26]. These results have led to a model for the gene regulatory network (GRN) underlying caudal hindbrain formation. This model posits that RA triggers caudal hindbrain patterning by initiating the expression of *hoxb1b* (in r4-r7) and *hnf1ba* (in r5/r6) [16]. *hoxb1b* turns on the expression of *hoxb1a*, which sustains its own expression through an autoregulatory loop. Thus, the expression of the paralog group 1 (PG1) *hox* genes leads to the formation and specification of r4 [24–29]. *hnf1ba* together with FGF signaling activates *valentino* expression in r5/r6 [23, 30], which in turn regulates *krox20* expression in r5. [20, 31]. Thus, within the caudal hindbrain GRN, there seems to be two relatively linear pathways that regulate r4 and r5/r6 formation, while cross-talk between these pathways maintains the integrity of each rhombomere.

Despite numerous genetic approaches – initially using chemical (ENU; [32–34] [22]) and retroviral [35–37] mutagens, but more recently also applying TILLING [38], Zinc Finger Nucleases [24] and TALENs [24] – RA, FGF, *hoxb1b, hoxb1a, hnf1ba,* and *valentino* remain the key factors required for caudal hindbrain formation in zebrafish. This is a surprisingly small number considering that other GRNs associated with developmental processes (e.g. germ layer differentiation in sea urchin [39], embryonic development in *C. elegans* [40], pancreas formation [41], mouse neural tube specification [42] and zebrafish endoderm formation [43]) are more complex [41] — implying that there may be additional genes acting within the caudal hindbrain GRN. It is possible that shortcomings of genetic screens (such as the necessary bias towards readily detectable phenotypes [32, 33, 37, 44]) may have overlooked other genes acting in the caudal hindbrain GRN. Indeed, induction of *Hoxb1* and *Hoxa1* in murine embryonic stem (ES) cells [45–48], MO-knockdown of *hoxb1b* and *hoxb1a* [27, 49, 50], and overexpression of *hoxb1b* and *hoxb1a* [51, 52] has identified additional genes expressed in the caudal hindbrain. While a few of these genes may have roles in the hindbrain (e.g. migration of neural crest cells and neuronal patterning and differentiation; [48, 50]), most have not been assayed functionally. Hence, the goal of our study was to identify novel regulators required for caudal hindbrain development and position them within the GRN governing caudal hindbrain formation.

We reasoned that potential regulators should be expressed in r4-r6 at early stages of development—similar to the TFs *hoxb1b, hoxb1a, hnf1ba, valentino* and *krox20*. To find such genes, we analyzed the gene expression data deposited in the Zebrafish Information Network (ZFIN) and identified 107 genes that are expressed in r4, r5 and r6 during the first 24 h of zebrafish development. The majority (*n* = 84) of these 107 genes have not been extensively characterized previously, suggesting that they may represent novel regulators of caudal hindbrain formation. To test this, we selected 22 representative genes and assayed their expression patterns in zebrafish mutants for *hoxb1b, hoxb1a, hnf1ba,* and *valentino.* We also investigated the effects of the morphogens RA and FGF on the expression of these genes. Lastly, we assayed germline mutants for six of the genes (*gas6, gbx1, sall4, eglf6, celf2*, and *greb1l*) for defects in hindbrain and neuronal patterning. Strikingly, our results show that genes expressed in r4 are not affected by the loss of *hoxb1b* or *hoxb1a*. Loss of RA and FGF signaling also does not affect r4 gene expression (except for *dusp2, dusp6, spry1, fgf3* and *fgf8* - which are components of the FGF signaling pathway itself). Instead, we find that all tested r4 genes are under the combinatorial regulation of RA and *hoxb1b*. Furthermore, we observe that *hoxb1a* (either directly or indirectly) represses the expression of *gbx1* in r4, revealing a novel relationship between *hoxb1a* and *gbx1*. In contrast to the situation in r4, r5/r6 gene expression requires each of RA, FGF, *hnf1ba* and *valentino* – whereby loss of any one of those four factors blocks r5/r6 gene expression. Lastly, analysis of hindbrain and neuronal markers revealed that mutations in *gas6, gbx1, sall4, eglf6, celf2*, and *greb1l* are not sufficient to cause detectable developmental defects in the caudal hindbrain. Nevertheless, transcriptome analysis of *gas6* mutants identified expression changes in many genes involved in a variety of developmental processes, indicating that these mutants may have very subtle phenotypes. In summary, by positioning 22 novel genes into the caudal hindbrain GRN, we demonstrate that gene regulation in r4 is robust with no single gene being essential, whereas r5/r6 gene expression is susceptible to disruption of either RA, FGF, *hnf1ba* or *valentino* function. We also identify novel interactions between r4 and r5/r6 genes – highlighting the importance of cross-talk between the two gene-sets in maintaining the specific molecular identity of each rhombomere.

## Methods

### Zebrafish care

Wildtype (WT) and mutant zebrafish embryos were collected through natural matings. All embryos were staged according to previously described morphological criteria [53]. All zebrafish lines were raised in the University of Massachusetts Medical School Zebrafish Facility.

### In situ hybridization

Embryos were collected at various timepoints between 11hpf and 24hpf and were fixed in 4% paraformaldehyde and stored in 100% methanol at − 20°C. In situ hybridization (ISH) was performed as previously described and was followed by a color reaction using NBT/BCIP or INT/BCIP in 10% polyvinyl alcohol [54]. Synthesis of RNA probes for the genes *dusp6*, *dusp2*, *krox20*, *hoxb1a, fgf3*, *fgf8* and *valentino* has been previously described [55]. 800-1000 bp of coding sequence for the genes *pax2, spry1*, *hoxd4a, dm20, efnb2a, sall4, greb1l, egfl6, hoxb2a, engrailed1b, irx7, meis1a, tox3, sema3fb, mpz, gas6, hoxb3a, hoxa3, isl1/2, neurod6b, atoh1b, olig4* and *nr2f2* were cloned and used for probe synthesis. The *ccnjl, cefl2, col15a1b* and *gbx1* probes were purchased from the Zebrafish International Resource Center (ZIRC). Each ISH experiment included a positive control of wildtype embryos stained with the same probe as the experimental samples. Control and experimental ISH reactions were stopped when control embryos reached optimal staining. Panels shown in each figure were not necessarily processed on the same day.

### Immunostaining

For whole-mount immunostaining, embryos were fixed in 4% paraformaldehyde/8% sucrose/1× PBS. Fluorescent antibody staining was performed as described previously [56]. Primary antibodies were used to detect Mauthner neurons (3A10; 1:100; Developmental Studies Hybridoma Bank [DSHB]), and Abducens motor neurons (mouse anti-Zn8; 1:1000; DSHB). The secondary antibody used was goat anti-mouse Alexa Fluor 488 (1:200; Molecular Probes A11001).

### Imaging

Embryos between 11hpf and 19hpf were suspended in 3% methyl cellulose for imaging. Images were captured using a Leica M165 FC microscope equipped with a Leica DFC310 FX camera. 24 hpf, 48 hpf and 4 days post fertilization (dpf) old embryos were de-yolked and flat-mounted in 70% glycerol for imaging on bridged coverslips. Whole-mount embryos were imaged with a Nikon Eclipse E600 microscope equipped with a Nikon 20× Plan Fluor objective and flat-mounted embryos were imaged with a Zeiss Axiocam 503 color camera. Captured images were cropped and adjusted (limited to contrast and levels) in Adobe Photoshop.

### Pharmacological treatments

A 250 mM stock solution of SU5402 (a competitive inhibitor of the Fgf receptor tyrosine kinase; Calbiochem) and a 1 M stock solution of 4(Diethylamino)-benzaldehyde (DEAB – small molecule inhibitor of RALDH enzyme involved in RA synthesis; Aldrich) was diluted in DMSO and stored in − 20 °C. To block RA signaling, embryos were soaked in 10uM DEAB starting at 4 hpf. The drug was never washed off and embryos were collected and fixed for ISH at 12hpf, 14hpf 16hpf, 19hpf and 24hpf. Similarly, to block FGF signaling, embryos were soaked in 50uM of SU5402 from 7hpf to 12hpf. After which, embryos were thoroughly rinsed in aquarium water [12] and allowed to develop till 12hpf, 14hpf, 16hpf, 19hpf and 24hpf when they were collected and fixed for ISH.

### Design and injection of single-strand guide RNAs for CRISPR/Cas9 mediated genome editing

*gas6* (alleles um296, um297, um298 and um299) and *gbx1* (alleles um300 and um301) mutants were generated using the CRISPR (Clustered Regularly Interspaced Short Palindromic Repeat)/Cas9 genome editing system. Target sites for *gas6* (5’-ATGAGGGAGCTGGTGTGGAGC-3′) and *gbx1* (5’-CCAGATAGT- TTCTACCCCCC-3′) were determined using the CHOPCHOP web tool for genome editing [57]. Oligos containing a T7 promoter sequence, the target sequence, and an additional constant region were created and annealed according to previously described methods [55, 58]. These templates were transcribed in vitro using T7 RNA polymerase (Promega) to generate single-stranded guide RNAs (sgRNAs) for microinjection. A linearized plasmid encoding *cas9* was also transcribed in vitro using the SP6 mMessage mMachine Kit (Ambion). 200 ng each of the sgRNA and *cas9* mRNA were combined and 2-4 ng of this mixture was injected into early 1-cell stage embryos.

### Genotyping zebrafish lines

The zebrafish mutants *valentino*^*b337*^ [22], *hnf1ba*^*hi2169*^ [35], *hoxb1b*^*um197*^ and *hoxb1a*^*um191*^ [24] were genotyped as previously described. The *greb1l*^*sa17608*^*, egfl6*^*sa21615*^*, sall4*^*sa14110*^ and *celf2*^*sa33469*^ lines were identified via TILLING [59] and mutant alleles were ordered from ZIRC. Mutant alleles were genotyped by sequencing PCR products amplified from genomic DNA using primers.

5’-TGTGAAAATTTCCTTGCTGTGT-3′ and 5’-CTGAAGGGCAGAATACGG-3′ for *greb1l*^*sa17608*^, 5’-ATCACAGATCCTGGGACAGC-3′ and 5’-AAAAGCATTGGATGCA- GCTC-3′ for *egfl6*^*sa21615*^, 5’-GGGCATGAGGAGAGTATGGA-3′ and 5’-TCTTTCAG- CCCACTGTCACTC-3′ for *sall4*^*sa14110*^, and 5’-CTTTGTTGGCGACCATTGA-3′ and 5’-AAAGCGACAAAAACAGATTCG-3′ for *celf2*^*sa33469*^. *gbx1* mutants (alleles um300 and um301) were genotyped by Hpy188III restriction digest of PCR products amplified from genomic DNA using primers 5’-TGTCTCATTCGTCATTACCGTC-3′ and 5’-AAGTTTCCGTGAAATTGAGGAG-3′. *gas6* mutants (alleles um296, um297, um298 and um299) were genotyped by XcmI restriction digest of PCR products amplified from genomic DNA using primers 5’-GCGAACACATTGAGCAAGAA-3′ and 5’-CATCG- CTAATGCTTCATCCA-3′.

### Genotyping embryos post ISH and immunostaining

*hoxb1a*, *hnf1ba* and *valentino* homozygous mutants are not viable as adults. As a result, all embryos assayed in this study were collected from crosses of heterozygous parents. After ISH and immunostaining, embryos were thoroughly rinsed in 1xPBS solution and individually genotyped. Representative genotyping data for *hoxb1a* mutants are shown in Additional file 1: Figure S1. Embryos lacking r5 *krox20* staining represent *valentino* and *hnf1ba* homozygous mutants. Mutants ordered from ZIRC were genotyped as described above.

### mRNA injections

All mRNAs for microinjection were synthesized in vitro using the Sp6 mMessage mMachine Kit (Ambion). 100 ng/ul each of GFP [51] and *hoxb1a* [28] mRNA were combined and 1-2 ng of this mixture was injected into early 1-cell stage embryos.

### *olig2* reporter line in *gas6* mutant background

The transgenic line *Tg (olig2:EGFP)*^*vu12*^ was crossed into the *gas6* mutant background and subsequently a *gas6* homozygous mutant line was generated carrying the *olig2:eGFP* transgene. This line was used in preparing the RNA-seq library as well as studying the status of Olig2+ oligodendrocyte progenitor cells in mutant background.

### RNA-seq library preparation

*gas6* mutant embryos carrying the *olig2:EGFP* transgene were raised to 48hpf. Using the GFP signal as a guide, hindbrains were dissected from homozygous *gas6* transgenic mutants. Hindbrains were also dissected from *Tg (olig2:EGFP)*^*vu12*^ embryos as control samples. Pools of dissected tissues were deyolked and total RNA was extracted using the RNeasy Mini Kit (Qiagen). Similarly, WT and *hoxb1b*^*um197*^ mutants were collected at 18hpf and total RNA was extracted from pools of dechorionated, deyolked, whole embryos. For each RNA-seq experiment, three libraries were synthesized from 3μg RNA for each WT and mutant sample using the TruSeq Stranded mRNA Library Prep Kit (Illumina). All libraries were analyzed for quality on a bioanalyzer prior to sequencing (Agilent 2100 BioAnalyzer).

### Processing and analysis of RNA-seq data

Fastq files were analyzed as previously described [55] using the University of Massachusetts Medical School Dolphin web interface [60]. Differentially-expressed (DE) genes were identified as those with a greater than 2-fold change in expression between the WT and mutant samples. RNA-seq data is available at GEO under accession number GSE113437.

### Quantitative PCR

Total RNA was extracted from whole embryos (WT and *hoxb1b*^*−/−*^ at 18hpf), or from dissected hindbrain tissue (*gas6*^*−/−*^ and WT at 48hpf) using the RNeasy Mini Kit (Qiagen). Approximately 100 ng of RNA was used to reverse transcribe cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The qPCR reaction was carried out using SYBR Green qPCR Master Mix (BioTool) on an Applied Biosystems 7300 PCR System.

## Results

### Derivation of gene-sets expressed in r4 and r5/r6 of the zebrafish hindbrain

To generate a list of candidate genes for function in the formation of r4-r6 of the vertebrate hindbrain, we turned to the gene expression database hosted at ZFIN [61]. We downloaded the “Expression data for wildtype fish” file and searched for genes whose annotation include the terms “hindbrain”, “rhombomere 4”, “rhombomere 5” or “rhombomere 6”. This produced a list of 1820 entries (Additional file 2: Table S1). We eliminated 146 records representing expressed sequence tags (ESTs), as these entries are not fully annotated, resulting in 1674 genes. To further characterize these genes, we next manually reviewed the expression patterns deposited in ZFIN. Since we were particularly interested in genes controlling rhombomere formation, we excluded 480 genes that are only expressed later than 24hpf – when rhombomere formation is already completed – leaving 1194 genes. We also expect genes controlling rhombomere formation to be expressed throughout the corresponding rhombomere. For instance, *hoxb1a* and *valentino*, which are respectively active in r4 and r5/r6 formation [5, 22, 23], are expressed throughout the entire corresponding rhombomere, while *islet1*, which is required for the differentiation of specific neurons, is expressed only in a subset of cells in each rhombomere. After restricting ourselves to genes expressed throughout one, or more, rhombomeres, we were left with 107 genes expressed in r4, r5 or r6 prior to 24hpf. Specifically, 68 of these genes are expressed in r5 and/or r6 (r5/r6 gene-set), while 39 are expressed in r4 (r4 gene-set). Notably, expression of these genes is not necessarily exclusive to r4 or r5/r6, but many of them are also expressed in additional rhombomeres – particularly r3. Our literature review revealed that a relatively small fraction of these 107 genes has previously reported roles in hindbrain formation. Specifically, eleven members of the r4 gene-set (28%) and twelve of the r5/r6 gene-set (18%) have been previously implicated in hindbrain formation, indicating that a large number of uncharacterized genes are expressed in zebrafish r4-r6.

### PG1 *hox* function is not required for expression of many r4 genes

We next set out to position the r4 and r5/r6 gene-sets within the GRN controlling caudal hindbrain formation. Previous work demonstrated that mutations in the PG1 *hox* TFs *hoxb1a* and *hoxb1b* disrupt proper hindbrain formation in zebrafish. In particular, *hoxb1b* mutants possess smaller r4 and r6, while *hoxb1a* mutants display a mis-specified r4 [24–26], suggesting that PG1 *hox* TFs may regulate the r4 GRN.

To directly test if genes from the r4 gene-set are key components of a PG1 *hox*-regulated r4 GRN, we analyzed expression of the r4 gene-set by ISH in *hoxb1a* and *hoxb1b* mutant zebrafish (Fig. 1). Specifically, since mutants for two known key r5 regulators *(hnf1ba* and *valentino*) show near-complete loss of r5 gene expression [22, 23], we examined if PG1 *hox* mutants display a similarly profound effect on expression of the r4 gene-set. Zebrafish *hoxb1b* is required for expansion of the r4 domain, but not for r4 formation [24, 26]. Accordingly, homozygous *hoxb1b* ^*um197/um197*^ mutants (hereafter referred to as *hoxb1b* mutants) possess a narrow r4 domain that nevertheless expresses *hoxb1a* and is capable of generating both Mauthner cells and nVII facial neurons [24, 26], albeit at a lower rate than wildtype r4. We generated ISH probes for 14 genes from the r4 gene-set and find that all 14 remain expressed in *hoxb1b* mutant fish, although their expression domains are reduced in size due to the smaller r4 (Fig. 1, column ii). Although there may be subtle changes in expression of some of the r4 genes tested, these are much less pronounced than what is observed in *hnf1ba* and *valentino* mutants ([22, 23]; such differences may instead result from slight variations in the ISH processing), suggesting that *hoxb1b* is not a key regulator of r4 formation. In contrast to *hoxb1b, hoxb1a* is required for r4 formation [24]. In particular, homozygous *hoxb1a*^*um191/um191*^ mutant embryos (hereafter referred to as *hoxb1a* mutants), have reduced *hoxb1a* expression, lack r4-specific Mauthner cells, and the nVII facial neurons fail to migrate out of r4. While this disruption of r4 formation suggests that r4 gene expression might be generally reduced in *hoxb1a* mutants, we instead find that expression of the r4 gene set persists in *hoxb1a* mutants (Fig. 1, column iii), at least until 24hpf (Additional file 3: Figure S2). Previous work [24, 26] showed that expression of several r4 genes is only subtly affected in *hoxb1a/hoxb1b* double mutants relative to single mutants. While this suggests that the PG1 *hox* genes do not display significant functional redundancy, it remains possible that a subset of r4 genes may be redundantly regulated by the two PG1 *hox genes*.

**Fig. 1:**
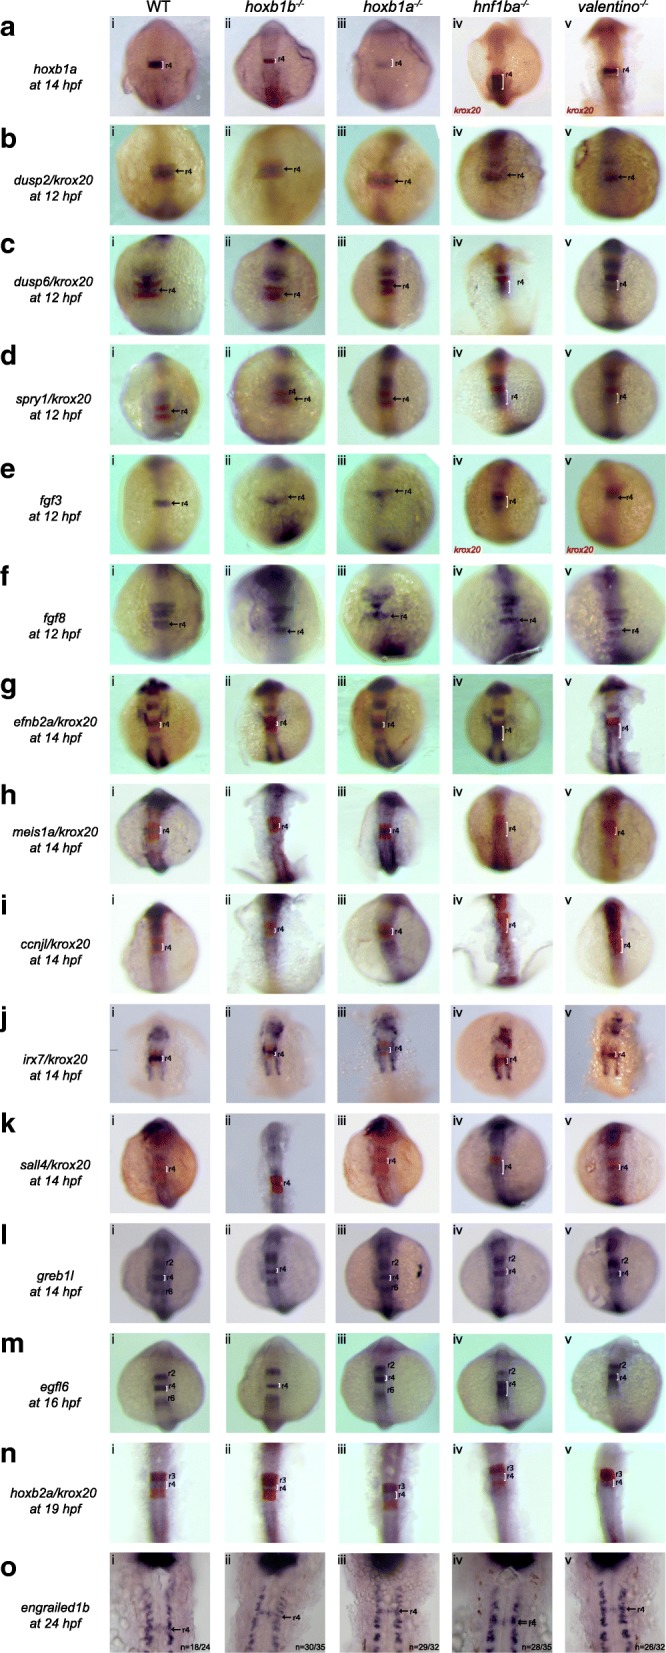
PG1 *hox* function is not required for expression of most r4 genes. Expression of r4 genes was assayed via ISH in (i) WT, (ii) *hoxb1b* mutant, (iii) *hoxb1a* mutant*,* (iv) *hnf1ba* mutant and (v) *valentino* mutant zebrafish. The genes assayed include **a** *hoxb1a,* **b** *dusp2*, **c** *dusp6*, **d** *spry1*, **e** *fgf3*, **f** *fgf8*, **g** *efnb2a*, **h** *meis1a*, **i** *ccnjl*, **j** *irx7*, **k** *sall4*, **l** *greb1l*, **m** *egfl6*, **n** *hoxb2a* and **o** *engrailed1b*. *krox20* (red) which is expressed in r3 and r5, was used to assign the expression domains of several genes, as indicated. All embryos are oriented in dorsal view with anterior to the top. Embryos collected at 12hpf, 14hpf, 16hpf and 19hpf were imaged as whole-mounts. 24hpf embryos were flat-mounted for imaging. Black arrows point to the r4 domain in 12hpf and 24hpf embryos. White brackets mark the normal and expanded r4 domains in embryos staged at 14hpf, 16hpf and 19 hpf

Our finding that PG1 *hox* function is not required for expression of the 14 tested r4 genes led us to assess more broadly if hindbrain gene expression is *hox*-dependent. 

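RNA-seq was carried out on whole embryos at 18hpf whose chorion and yolk had been removed, with 3 libraries from wildtype embryos and 3 from homozygous *hoxb1b* mutants. RNA came from pools of embryos, and the libraries were stranded and made from polyadenylated RNA. For each library the authors deposited an estimated read count for each of 13466 genes, without normalization. The genes are listed by symbol, without position or sequence. Counts were whole numbers in every library for 55.7% of the genes, and the remaining genes had a fractional count in at least 1 library. The paper's text names the web interface on which the reads were processed but not the aligner, the counting program or the genome build. Total counts were 23725696, 23001578 and 19934858 in wildtype replicates 1 to 3, and 19139322, 22837872 and 29146812 in *hoxb1b* mutant replicates 1 to 3. The 10 most abundant genes held 10.2% to 10.4% of the counts in the wildtype libraries and 9.47% to 9.56% in the mutant libraries. Counts were rounded and normalized with edgeR's TMM method, whose factors ranged from 0.978 to 1.02. The 12471 genes that passed edgeR's filter for low expression were tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment. Expression is given as CPM, counts scaled to the normalized library size, as mean ± SD over 3 libraries, and log2 fold changes are mutant over wildtype. Beyond counting noise, the estimated coefficient of variation between libraries of one genotype was 1.85%. The p-values are therefore measured against the spread between these libraries, and the paper's text does not state whether the libraries of a genotype came from separate pools. Transcripts of *hoxb1b* itself stood at 69.1 ± 2.37 CPM (SD, n = 3) in wildtype and 84.4 ± 0.787 CPM (SD, n = 3) in mutant libraries. This is a log2 fold change of 0.29 (standard error 0.03, adjusted p = 8.71e-09 from edgeR's quasi-likelihood test), and it lay between 0.26 and 0.31 with each library left out in turn. The transcript was not lower in the mutants, so its count does not tell the mutant libraries from the wildtype ones by a loss of expression.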

To address this, we took advantage of the viability of homozygous *hoxb1b* mutants and used RNA-seq to identify *hoxb1b*-dependent genes during zebrafish embryogenesis. Comparing the *hoxb1b* mutant transcriptome to that of wildtype embryos revealed 866 differentially expressed genes at 18hpf (Additional file 4: Figure S3) (Additional file 5: Table S2). 

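With an adjusted p under 0.05 and a fold change above 2 as the criteria, 1043 of the tested genes (8.36%) were differentially expressed. Of these, 212 were up-regulated and 831 (79.7%) were down-regulated in the mutants. Without the fold change criterion, 8254 genes (66.2%) had an adjusted p under 0.05, and 7211 of them changed by less than 2-fold. Of the 8254 genes, 4063 were higher and 4191 (50.8%) lower in the mutants. The normalization centres the tested genes near no change, with a median log2 fold change of -0.0034. Against a null of a 2-fold change, edgeR's glmTreat test called 502 genes. The 3 libraries of one genotype all lay above the 3 of the other for 1021 of the 1043 genes and for 68.1% of all tested genes, where chance gives 10%. Such a separation has an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. Of the paper's 866 genes, 815 were among the 1043, all with the paper's direction. The other 51 fell below the expression filter and were not tested. The 228 genes called here and absent from the paper's list had a median expression of 0.885 CPM, against 4.33 CPM for the 815 shared genes. Some of the largest increases started from almost no expression. *LOC797092* had at most 1 count in each wildtype library and 87 to 130 counts in the mutant libraries, at least 32.7-fold higher. *si:ch211-244a23.1*, which RefSeq names *pkhd1l1.2*, was at least 29.3-fold higher, measured like *LOC797092* against a floor of 3 counts. *eef1a1l2* rose from 4.22 ± 1.85 to 42.0 ± 4.22 CPM (SD, n = 3 each), a log2 fold change of 3.36 (standard error 0.12, adjusted p = 4.51e-20 from edgeR). Its counts are fractional in every library.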

Comparison to the hindbrain-expressed genes identified in our database search demonstrated that only 85 of these genes are affected in *hoxb1b* mutants (seven up-regulated and 78 down-regulated; Additional file 4: Figure S3B). Thus, by this measure, ~ 5% (85/1674) of zebrafish hindbrain genes are *hoxb1b* regulated (although the fraction may be lower, since some of these genes are also expressed in non-hindbrain tissue). Furthermore, of the 85 genes, only four (*mpz, fgf8a, cyp26b1* and *desma*) have rhombomere-restricted expression patterns (Additional file 5: Table S2). 

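Of the 1674 genes listed as hindbrain-expressed, 1422 appear under the same symbol in the deposited table and 1365 were tested. Of the tested genes, 100 were differentially expressed, 9 up-regulated and 91 down-regulated. The 100 genes included 81 of the paper's 85, and 19 were not among the 85. The other 4 of the 85, named here after their results were seen, are *npy8br*, *hpdb*, *gata2b* and *pth1b*. They did not pass the expression filter. Up-regulated genes made up 9% of the hindbrain genes called and 21.5% of the other genes called (odds ratio 0.361, two-sided Fisher's exact test, p = 0.00241). This test did not match genes for expression. The share was 14.3% among called hindbrain genes that Table S1 marks as expressed in the first 24 hours. It was 3.92% among those marked as not expressed then. The glmTreat test left 44 hindbrain genes, 4 up-regulated and 40 down-regulated.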

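The 100 hindbrain genes are 5.97% of the 1674 listed and 7.33% of the 1365 tested. Among tested genes outside the hindbrain list, 943 of 11106 (8.49%) were called. The shares inside and outside the list were not distinguishable (odds ratio 0.852, two-sided Fisher's exact test, p = 0.147). Because expression affects which genes can be called, 10000 random lists of tested genes with the same distribution of expression were also drawn. They held a median of 96 called genes, with 95% of the lists between 79 and 115, and the hindbrain list lay at percentile 65.7 of them. Parts of the list differed. Of its genes that Table S1 marks as not expressed in the first 24 hours, 51 were called. Random lists matched to them held a median of 38, with 95% between 27 and 49. Of the genes marked as expressed then, 49 were called, against a median of 58, with 95% between 45 and 73. The paper's own 866 genes are 6.43% of the 13466 genes in the deposited table, and its 85 are 5.98% of the 1422 hindbrain genes in that table.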

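Table S1 marks 107 genes as rhombomere-restricted, of which 91 were tested and 5 were differentially expressed. Random lists matched for expression held a median of 4 such genes, with 95% of them between 1 and 8. In 74 of the 91 genes the change was under 1.5-fold in either direction. *cyp26b1*, which encodes an enzyme that degrades retinoic acid, fell from 41.2 ± 0.912 to 18.7 ± 0.706 CPM (SD, n = 3 each). Its log2 fold change was -1.13 (standard error 0.05, adjusted p = 2.47e-18 from edgeR), and between -1.16 and -1.11 with each library left out in turn. *desma* fell from 568 ± 7.92 to 258 ± 2.82 CPM (SD, n = 3 each), a log2 fold change of -1.14 (standard error 0.02, adjusted p = 1.15e-26 from edgeR). As whole embryos were sequenced, the counts do not tell in which tissue a transcript changed. *desma* encodes the muscle filament protein desmin. Beside *mpz*, *fgf8a*, *cyp26b1* and *desma*, the genes called include *prdx6*, named here after its value was seen. Its log2 fold change of -1.01 (standard error 0.07, adjusted p = 6.47e-14 from edgeR) lies at the 2-fold threshold. It was not called with total count scaling, with DESeq2's shrunken fold changes or without the expression filter.

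**Figure D1:**
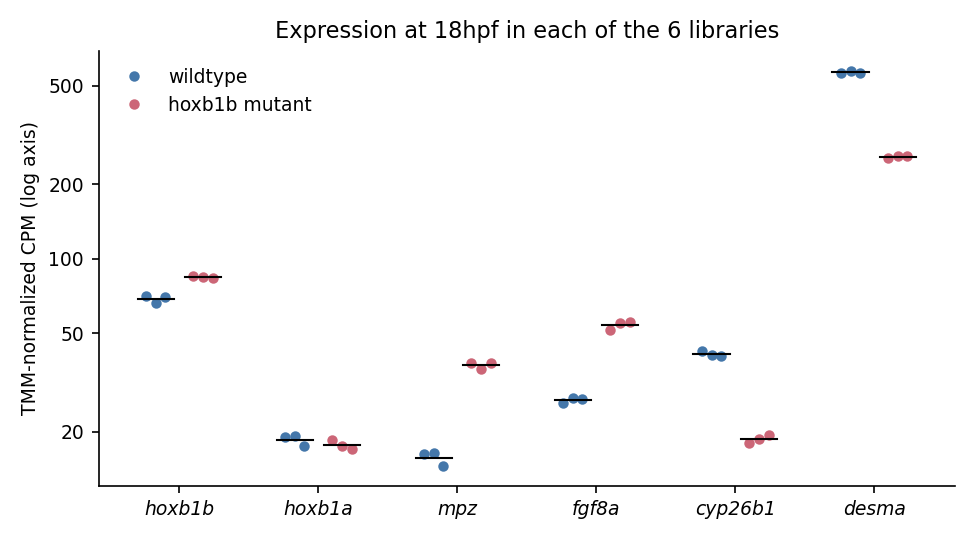
Expression in each library of *hoxb1b*, *hoxb1a* and the rhombomere-restricted genes *mpz*, *fgf8a*, *cyp26b1* and *desma*, in TMM-normalized CPM on a log axis. Points are libraries (3 wildtype, 3 *hoxb1b* mutant) and lines are means. The genotypes do not overlap for *mpz*, *fgf8a*, *cyp26b1*, *desma* and *hoxb1b*, and they overlap for *hoxb1a*.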

Also, while *fgf8* and *mpz* were identified as upregulated in *hoxb1b* mutants by our RNA-seq analysis*,* we did not detect obvious changes in expression of these genes by ISH (Figs. 1Fii and 3Cii). 

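Expression of *mpz* rose from 15.7 ± 1.03 CPM in wildtype to 37.3 ± 1.27 CPM in *hoxb1b* mutant libraries (SD, n = 3 each). Its log2 fold change was 1.24 (standard error 0.05, adjusted p = 4.78e-18 from edgeR), and between 1.19 and 1.27 with each library left out in turn. Expression of *fgf8a* rose from 26.9 ± 0.588 to 54.2 ± 2.14 CPM (SD, n = 3 each), with a log2 fold change of 1.01 (standard error 0.04, adjusted p = 2.77e-18 from edgeR). The difference is larger than the spread between libraries for both genes, but *fgf8a* lies at the 2-fold threshold. Its log2 fold change ranged from 0.99 to 1.05 with each library left out in turn, and fell short of 2-fold without wildtype replicate 1 and without mutant replicate 3. Against a null of a 2-fold change, the adjusted p was 0.000553 for *mpz* and 1 for *fgf8a* (edgeR's glmTreat).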

Since RT-qPCR on independently collected samples validated our RNA-seq analysis (Additional file 4: Figure S3D), it is possible that gene expression changes identified by RNA-seq are too subtle for detection by ISH. Indeed, the change in expression of *fgf8* and *mpz* is less than 2.5-fold and we find that the majority of *hoxb1b*-regulated genes identified by RNA-seq show relatively subtle changes in expression, such that ~ 93% of the down-regulated genes are reduced by less than 4-fold and only three genes are down-regulated by more than 10-fold (Additional file 5: Table S2). 

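The fold change of *mpz* was 2.36 and that of *fgf8a* was 2.02. Of the 1043 differentially expressed genes, 485 (46.5%) changed by less than 2.5-fold. The median change was 2.57-fold among down-regulated genes and 2.48-fold among up-regulated genes. Of the 831 down-regulated genes, 714 (85.9%) were reduced by less than 4-fold (95% Wilson interval 83.4% to 88.1%), and of the up-regulated genes 185 (87.3%) were raised by less than 4-fold. DESeq2's shrunken fold changes, which are drawn toward 0 where counts are low, moved the share of small reductions to 92.8%. It was 90.5% with at least 10 counts in every library and 97.2% without the fold change criterion. Without the expression filter it was 80.6%, and with the glmTreat test 71.6%. In 14 genes the estimated reduction was above 10-fold. Of these, 10 had fewer than 5 counts in every mutant library, so their fold changes rest on very few reads. The genes that Table S2 lists as reduced more than 10-fold are *si:dkey-4p15.3* (*hspa8b* in RefSeq), *hsp70.1* and *hsp90aa1.2*, and all were well covered. *hsp70.1* fell from 319 ± 7.06 to 24.8 ± 1.08 CPM (SD, n = 3 each), a log2 fold change of -3.68 (standard error 0.03, adjusted p = 2.09e-34 from edgeR). *hsp90aa1.2* fell from 524 ± 7.73 to 48.8 ± 1.19 CPM (SD, n = 3 each), a log2 fold change of -3.43 (standard error 0.03, adjusted p = 1.56e-35 from edgeR). *si:dkey-4p15.3* had 524 to 682 counts in wildtype and 35 to 58 in mutant libraries, a log2 fold change of -3.93 (standard error 0.09, adjusted p = 3.84e-25 from edgeR). *hsp70.1* and *hsp90aa1.2* are heat shock genes, and 12 of the 13 heat shock genes tested were lower in the mutants. Stress in the wildtype pools, a difference in stage and an effect of the mutation cannot be told apart for such genes. The largest reduction was in an entry under a clone name that RefSeq gives as a synonym of *aep1*, which fell from 83.0 ± 3.51 to 0.670 ± 0.598 CPM (SD, n = 3 each). In the paper's own comparison this entry fell by less than 2-fold, with a log2 fold change of -0.89. A second entry carries another synonym of *aep1* and was examined after its value was seen. Summed, these entries fell from 122 ± 3.23 to 24.4 ± 0.129 CPM (SD, n = 3 each). Where all mutant libraries held no more than 3 counts, only a lower bound can be given. Expression was at least 8.64-fold lower for *si:dkey-42i9.7* and at least 6.96-fold lower for *tshr*.

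**Figure D2:**
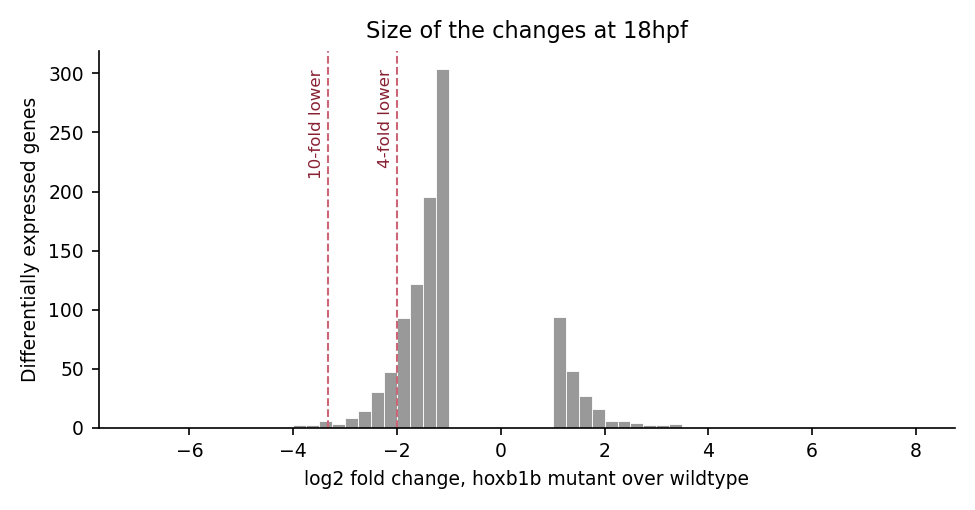
Number of differentially expressed genes by log2 fold change, *hoxb1b* mutant over wildtype, in bins 0.25 wide. Dashed lines mark reductions of 4-fold and 10-fold. Of the 831 down-regulated genes, 714 lie to the right of the 4-fold line and 14 to the left of the 10-fold line.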

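The 100 hindbrain-expressed genes that were called changed by a median of 2.45-fold, and the other 943 called genes by a median of 2.57-fold. The medians did not differ beyond chance (two-sided permutation test with 100000 permutations of the list labels, p = 0.234, where genes are not independent replicates). In 95 of the 100 hindbrain genes and in 804 of the 943 others (85.3%) the change was under 4-fold. The test of medians does not cover this difference in shares, which was not tested. In this fit the largest change among the called hindbrain genes was in *penka*, a neuropeptide gene named here after its value was seen. Its log2 fold change was -3.51 (standard error 0.32, adjusted p = 1.64e-10 from edgeR). *penka* had 3 to 4 counts in the mutant libraries and 34 to 42 in the wildtype libraries. The hindbrain gene *hsp90aa1.2*, with many more counts, lay close to it at -3.43 (standard error 0.03). In the paper's own comparison the order is reversed, with -2.47 for *penka* and -3.41 for *hsp90aa1.2*.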

We conclude that, while many genes may be *hoxb1b*-regulated in the zebrafish embryo, only a few of these genes are expressed in the hindbrain and the observed changes in expression levels are relatively subtle. Hence, our ISH analysis in *hoxb1a* and *hoxb1b* mutants, together with our RNA-seq analysis of *hoxb1b* mutants, suggests that PG1 *hox* genes may not be absolutely required for r4 gene expression. 

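Among the genes assayed by ISH in r4 (Fig. 1), 14 of the 15 are listed under the paper's symbols, and *greb1l* is not. Only *fgf8a* passed both criteria. *hoxb1a* had 18.6 ± 0.944 CPM in wildtype and 17.7 ± 0.758 CPM in *hoxb1b* mutant libraries (SD, n = 3 each), a log2 fold change of -0.08 (standard error 0.06, adjusted p = 0.249 from edgeR). *irx7* changed by 0.82 (standard error 0.05, adjusted p = 9.95e-15 from edgeR) and *egfl6* by -0.69 (standard error 0.03, adjusted p = 4.27e-18 from edgeR) on the log2 scale. *dusp2* fell by 0.90 (standard error 0.12, adjusted p = 8.59e-08 from edgeR), and without mutant replicate 3 it fell by 1.07 and passed both criteria. The other genes of that panel had log2 fold changes of 0.55 for *fgf3*, 0.35 for *spry1*, 0.33 for *efnb2a*, 0.23 for *meis1a*, 0.18 for *ccnjl*, 0.08 for *dusp6*, 0.04 for *sall4*, -0.03 for *hoxb2a* and -0.44 for *eng1b*. Their adjusted p was under 0.05 apart from *sall4* (adjusted p = 0.208 from edgeR) and *hoxb2a* (adjusted p = 0.692 from edgeR). Of the r5/r6 genes assayed by ISH (Fig. 3), *mpz* passed both criteria, while *celf2*, *gas6*, *col15a1b*, *nr2f2* and *gbx1* lay between -0.26 and 0.28, and *tox3* and *sema3fb* are not listed under those symbols. In Table S1, 34 of the 39 r4 genes were tested. Their median log2 fold change was 0.07, percentile 76.4 of 10000 random lists matched for expression. With limma's camera test the r4 genes did not shift as a group (adjusted p = 0.829 over 13 lists). They ranged from -1.13 for *cyp26b1* to 1.01 for *fgf8a*, with 26 of the 34 within 0.5 of 0, and 29 of the 34 had an adjusted p under 0.05. The 57 tested r5/r6 genes had a median log2 fold change of 0.06 (adjusted p = 0.796 from limma's camera test over the same lists), and 44 of them had an adjusted p under 0.05. A change within r4 that is balanced or diluted by other tissues of the embryo is not resolved by these libraries. From the ISH results in the *hoxb1a* and *hoxb1b* mutants and the RNA-seq in *hoxb1b* mutants, the paper proposes that r4 gene expression may not absolutely require PG1 *hox* genes.

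**Figure D3:**
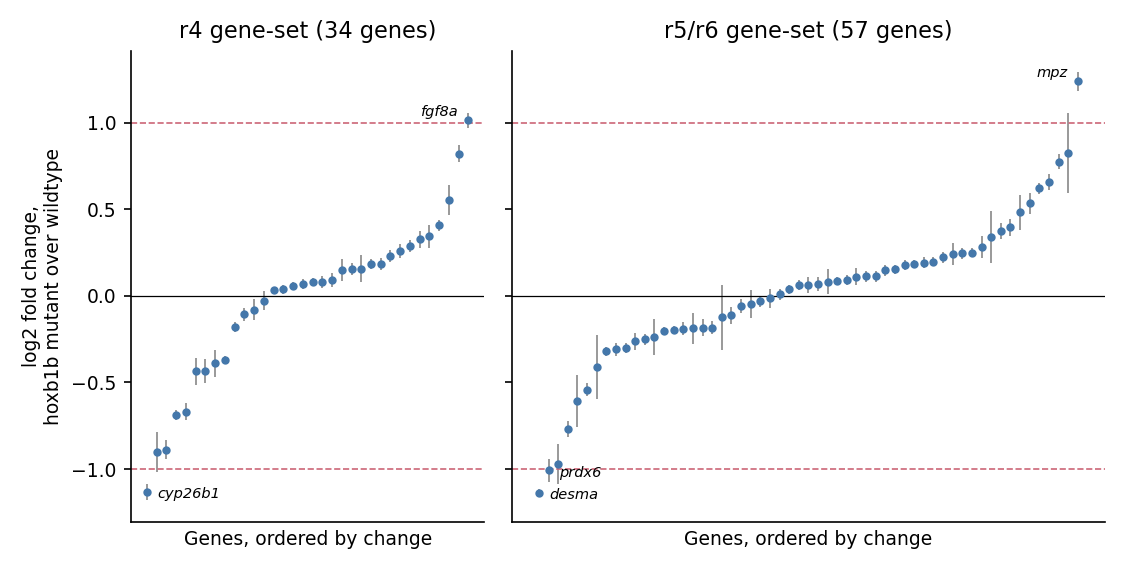
Log2 fold change, *hoxb1b* mutant over wildtype, of each tested r4 and r5/r6 gene of Table S1. Bars are standard errors, and dashed lines mark a 2-fold change in either direction. Genes labelled by name passed both criteria.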

Further, a recent RNA-seq analysis of *Hoxa1* mutant mouse embryos (murine *Hoxa1* is functionally analogous to zebrafish *hoxb1b*) identified 1537 *Hoxa1*-dependent genes [48], but only 31 genes are shared between the zebrafish and mouse data sets (Additional file 6: Figure S4), suggesting that PG1 *hox* genes may in fact regulate distinct sets of genes in different species.

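Of the 31 genes shared with the mouse data, 29 are listed under the paper's symbols, and *si:dkey-261m9.17* and *pmla* are not. The paper names *pmla* as premelanosome protein a. An entry *pmela* is listed and was called lower, with a log2 fold change of -1.54, but it is not counted among the 29. All 29 were tested and differentially expressed, 6 up-regulated and 23 down-regulated. Since they were drawn from the paper's own list for these libraries, their calls are no separate evidence. Their median change was 2.62-fold. Of the 29, 4 are on the hindbrain list, namely *gpc1b*, *gria2b*, *nefma* and *stmn4l* (named after the lists were compared), and 0 are rhombomere-restricted. The glmTreat test against a 2-fold change left 18 of them. The mouse data were not analysed here.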

### A subset of r4 genes is regulated by FGF, but not RA, signaling

The possibility that PG1 *hox* genes are not required for r4 gene expression suggests that other factors may be involved. In particular, the RA and FGF signaling pathways are known to function in hindbrain development [8–13]. To determine if expression of the r4 gene-set is dependent on RA or FGF signaling, we treated wildtype embryos with 50uM SU5402 (a competitive inhibitor of the FGF receptor tyrosine kinase; [19]) or 10uM DEAB (a competitive inhibitor of RALDH, the enzyme required for conversion of retinaldehyde to retinoic acid; [10, 24]). We find that inhibition of FGF signaling blocks expression of *dusp2* (Fig. 2Bii), *dusp6* (Fig. 2Cii), *spry1* (Fig. 2Dii), *fgf3* (Fig. 2Eii), and *fgf8* (Fig. 2Fii), in r4, although the effect on *spry1* is difficult to assess since the anterior *spry1* expression domain appears to have expanded. In contrast, inhibition of Fgf signaling does not block expression of *hoxb1a* or the remaining members of the r4 gene-set, with the exception of *engrailed1b* (Fig. 2)*.* Notably, all genes affected by loss of FGF signaling are themselves involved in the FGF signaling pathway, confirming the extensive use of feedback loops in this pathway [62–64]. Furthermore, inhibiting RA signaling does not block expression of the r4 genes tested, again with the exception of *engrailed1b* (Fig. 2Miii). The fact that expression of the r4 gene-set is not lost upon disrupting PG1 Hox TFs, FGF signaling or RA signaling suggests that it is either regulated independently of these signaling pathways or is under combinatorial control.

**Fig. 2:**
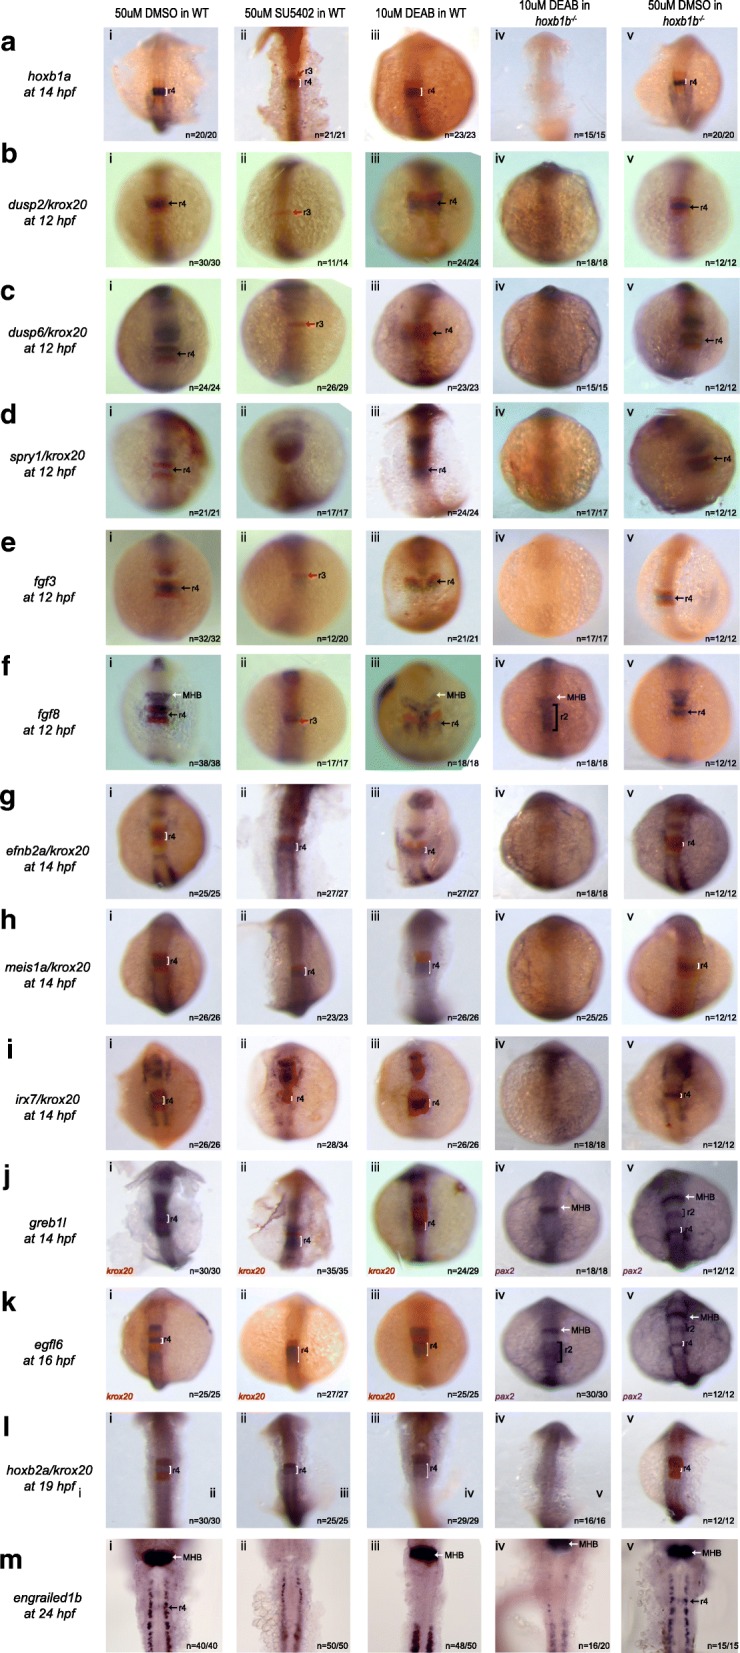
Simultaneous loss of *hoxb1b* and RA function disrupts expression of r4 genes. Expression of r4 genes was assayed via ISH in (i) WT embryos treated with 50uM DMSO, (ii) WT embryos treated with 50uM SU5402 (iii) WT embryos treated with 10uM DEAB, (iv) *hoxb1b* mutant embryos treated with 10uM DEAB and (v) *hoxb1b* mutant embryos treated with 10uM DMSO. The genes assayed include **a** *hoxb1a,* **b** *dusp2*, **c** *dusp6*, **d** *spry1*, **e** *fgf3*, **f** *fgf8*, **g** *efnb2a*, **h** *meis1a*, **i** *irx7*, **j** *greb1l*, **k** *egfl6*, **l** *hoxb2a* and **m** *engrailed1b*. *krox20* (red), which is expressed in r3 and r5, was used to position the expression domains of several genes, as indicated. In panels (Jiv), (Jv), (Kiv) and (Kv), *pax2* is the second blue marker which labels the MHB. Black arrows point to r4, red arrows to r3 and white arrows to the MHB. White and black brackets indicate r4 and r2 size, respectively. All embryos are oriented in dorsal view with anterior to the top. Embryos collected at 12hpf, 14hpf, 16hpf and 19 hpf were imaged as whole-mounts. 24hpf embryos were flat-mounted for imaging. This figure also shows that a subset of r4 genes is regulated by FGF signaling (Bii, Cii, Dii, Eii and Fii) and that r4 genes are not affected by the loss of RA signaling (embryos in row iii)

### Simultaneous loss of *hoxb1b* and RA function disrupts expression of r4 genes

We previously found that *hoxb1a* expression is unaffected when RA and *hoxb1b* function is disrupted independently, but is lost when these signals are disrupted simultaneously [24]. To determine if the r4 gene-set is similarly regulated, we treated *hoxb1b* mutant embryos with 10uM DEAB and assayed gene expression by ISH. We find that expression of ten members of the r4 gene-set is completely lost when *hoxb1b* and RA signaling are simultaneously disrupted (Fig. 2, column iv). Two genes, *fgf8* (Fig. 2Fiv), and *egfl6* (Fig. 2Kiv), show residual expression in the hindbrain, but these two genes are normally expressed also in the anterior hindbrain and previously published mouse data showed an expansion of the r2/r3 domains upon disruption of RA signaling [65]. Hence, the residual *fgf8* and *egfl6* expression detected in DEAB-treated *hoxb1b* mutants may be derived from r2/r3, not from r4. However, expression of *greb1l* (Fig. 2Jiv) – which is also expressed in the anterior hindbrain – is completely lost, indicating that not all genes are regulated in the same manner. A recent study reported subtle changes in *fgf3/8a* expression patterns in *hoxb1b* mutants and suggested that *hoxb1b* may regulate FGF signaling [26]. In line with this observation, we show that expression of FGF pathway components (*fgf3, fgf8, dusp2, dusp6* and *spry1*) is lost upon simultaneous disruption of *hoxb1b* and RA function, indicating that FGF signaling is downstream of *hoxb1b* and RA activity in the hindbrain. Notably, simultaneous loss of *hoxb1b* and RA function has no effect on *pax2* (Fig. 2Jiv and Kiv) and *fgf8* (Fig. 2Fiv) expression at the mid-hindbrain boundary (MHB), indicating that co-regulation is specific to the region where *hoxb1b* is expressed. We carried out an analogous experiment to test if *hoxb1b* and FGF also cooperate to control r4 gene expression but find that even brief treatment of *hoxb1b* mutants with SU5402 dramatically disrupts embryogenesis (Additional file 7: Figure S5), precluding us from assaying hindbrain gene expression. We conclude that expression of the r4 gene-set (including FGF pathway components) requires both *hoxb1b* and RA function.

### Expression of the r5/r6 gene-set is dependent on *hnf1ba* and *valentino* function

*hnf1ba* is the earliest-acting TF in zebrafish r5/r6 where it controls expression of the *mafB* gene *valentino.* Indeed, previous work demonstrated that both *hnf1ba* and *valentino* function is required for the expression of several r5/r6 genes [23]. In order to determine if expression of our r5/r6 gene-set is also dependent on *hnf1ba* and *valentino*, we generated ISH probes for eight genes (*gbx1*, *tox3, sema3fb, mpz, gas6, celf2, nr2f2* and *col15a1b*) and assessed their expression in homozygous *hnf1ba*^*hi2169/hi2169*^ (referred to as *hnf1ba* mutant) and homozygous *valentino*^*b337/ b337*^ (referred to as *valentino* mutant) embryos. For each of the eight genes, we find that expression is dramatically reduced in r5 and r6 of both mutant lines (Fig. 3, columns iv and v). Expression of *tox3, sema3fb, gas6, nr2f2* and *col15a1b* appears to be completely lost in r5/r6 of both mutant lines, whereas residual expression of *celf2* (Fig. 3Eiv) *and gbx1* (Fig. 3Hiv) is detected in *hnf1ba* mutants and weak *mpz* (Fig. 3Civ, v) expression is observed in both *hnf1ba* and *valentino* mutants. This is in agreement with previous reports [66] demonstrating that slight expression of some r5 genes may persist in these mutants.

**Fig. 3:**
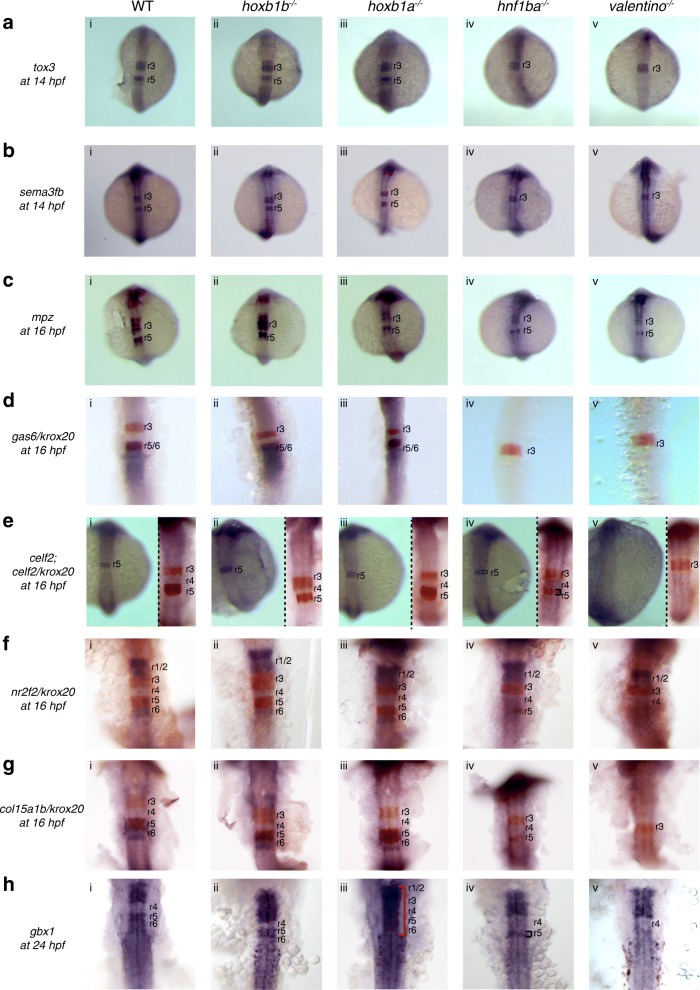
Expression of the r5/r6 gene-set is dependent on *hnf1ba* and *valentino*. Expression of r5/r6 candidate genes was assayed via ISH in (i) WT, (ii) *hoxb1b* mutant, (iii) *hoxb1a* mutant*,* (iv) *hnf1ba* mutant and (v) *valentino* mutant zebrafish lines. The genes assayed include **a** *tox3*, **b** *sema3fb*, **c** *mpz*, **d** *gas6*, **e** *celf2*, **f** *nr2f2*, **g** *col15a1b* and **h** *gbx1*. *krox20* (red), which is expressed in r3 and r5, was used to position the expression domains of several genes as indicated. All embryos are oriented in dorsal view with anterior to the top. Embryos collected at 12hpf, 14hpf, 16hpf and 19hpf were imaged as whole-mounts. 24hpf embryos were flat-mounted for imaging. Black brackets mark the smaller r5 domain. Red bracket in (Hiii) indicates expression of *gbx1* throughout the hindbrain, as a result of reappearance of *gbx1* expression in r4 of *hoxb1a* mutants

*hoxb1b* is initially broadly expressed in the caudal hindbrain [10, 16] and previous work demonstrated that several r5/r6 genes (including seven genes from the r5/r6 gene set; Additional file 1: Table S1) are up-regulated following *hoxb1b* overexpression [51], suggesting that *hoxb1b* may regulate gene expression in r5/r6. We therefore assayed expression of the r5/r6 gene-set also in *hoxb1b* and *hoxb1a* mutant embryos (Fig. 3, column ii and iii), but find that r5/r6 gene expression persists in PG1 *hox* mutants. We conclude that *hnf1ba* and *valentino*, but not *hoxb1b* or *hoxb1a*, are required for gene expression in r5 and r6.

### Expression of the r5/r6 gene-set requires FGF and RA signaling

Previous work demonstrated that FGF signaling is required for r5/r6 formation [19, 20]. Since *hnf1ba* expression is independent of FGF [20], FGF must control r5/r6 formation downstream of this transcription factor. Indeed, FGF reportedly acts together with *hnf1ba* to regulate *valentino* and *krox20* expression [23, 30]. Hence, by determining if the r5/r6 gene-set is FGF independent (like *hnf1ba*) or FGF dependent (like *valentino* and *krox20*), we can better understand the GRN controlling r5/r6 formation. Additionally, RA is required for formation of r5/r6 and for the expression of r5/r6-restricted genes such as *hnf1ba*, *valentino*, and *krox20* [16]. Strikingly, our analyses revealed that inhibition of either FGF or RA signaling in wildtype embryos blocks expression of all genes in the r5/r6 gene-set (Fig. 4), with the one exception of a narrow domain of residual *nr2f2* expression in r6 (Fig. 4Fii) of SU5402 treated embryos. Hence, r5/r6 gene expression is dependent both on the activity of the *hnf1ba* and *valentino* TFs, as well as on RA and FGF signaling.

**Fig. 4:**
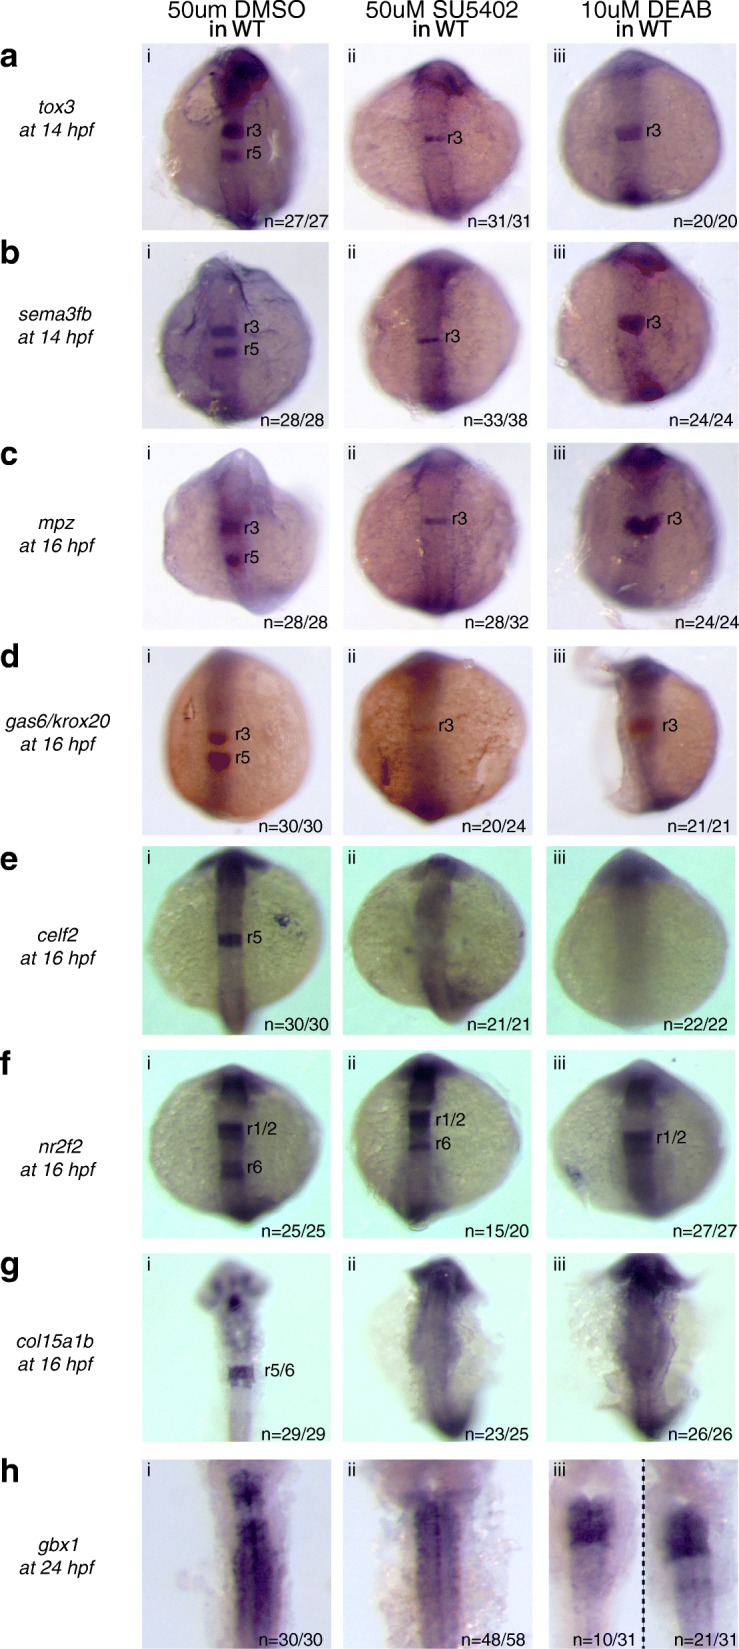
Expression of the r5/r6 gene-set requires FGF and RA signaling. Expression of r5/r6 genes was assayed via ISH in (i) WT embryos treated with 50uM DMSO, (ii) WT embryos treated with 50uM SU5402 *and* (iii) WT embryos treated with 10uM DEAB. The genes assayed include **a** *tox3*, **b** *sema3fb*, **c** *mpz*, **d** *gas6*, **e** *celf2*, **f** *nr2f2*, **g** *col15a1b* and **h** *gbx1*. *krox20* (red), which is expressed in r3 and r5, was used to position the expression domain of some genes as indicated. All embryos are oriented in dorsal view with anterior to the top. Embryos collected at 12hpf, 14hpf, 16hpf and 19hpf were imaged as whole-mounts. 24hpf embryos were flat-mounted for imaging

### *hnf1ba* establishes the posterior boundary of r4 gene expression

Gene expression boundaries in the developing hindbrain are initially established via repressive interactions at the level of transcription. For instance, *hoxb1a, efnb2a* and *fgf3* expression expands caudally from r4 into presumptive r5 in *hnf1ba* mutants [23, 36], indicating that *hnf1ba* represses r4 gene expression (directly or indirectly) to establish the r4/r5 border. In order to determine if the expression domains of genes in the r4 and r5/r6 gene-sets are similarly established by repressive interactions, we examined r4 gene expression in *hnf1ba* and *valentino* mutants, as well as r5/r6 gene expression in the PG1 *hox* mutants.

For the r4 gene-set, we find that *dusp6* (Fig. 1Civ), *spry1* (Fig. 1Div), and *egfl6* (Fig. 1Miv), show expansion of the r4 expression domain into r5 of *hnf1ba* mutants, while *fgf8, irx7, greb1l* and *eng1b* expression is not affected. In contrast, expression of the r4 gene-set is not affected in *valentino* mutants, with the exception of *efnb2a* (Fig. 1Gv)*,* which may show a slight expansion into r5 (previously shown in [23]). For the r5/r6 gene-set, we do not observe expansion into r4 in either of the PG1 *hox* mutants (Fig. 3, columns ii and iii). We conclude that *hnf1ba* restricts expression of many, but not all, genes in the r4 gene-set to presumptive r4, but that *valentino* and the PG1 *hox* genes are not required to establish gene expression boundaries for the r4 and r5/r6 gene-sets.

### *gbx1* expression requires *hnf1ba* and *valentino* in r5/r6 and is repressed by *hoxb1a* in r4

The *gbx1* gene displays an interesting expression pattern in that it is expressed throughout the hindbrain at 24hpf, except in r4 (Fig. 3Hi). To better understand the regulation of *gbx1* expression, we analyzed its expression pattern in *hoxb1b, hoxb1a, hnf1ba* and *valentino* mutants. We find that *gbx1* expression is lost in r5/r6 of *valentino* mutants and that only a narrow expression domain persists in r5 of *hnf1ba* mutants (Fig. 3Hiv, v), indicating that *hnf1ba* and *valentino* are required for *gbx1* expression in r5/r6. Strikingly, *gbx1* expression is restored to the r4 domain of 24hpf *hoxb1a* mutant embryos, but not of *hoxb1b* mutant embryos (Figs. 3Hiii and 5Ai), suggesting that *gbx1* might be repressed by *hoxb1a* in r4. *gbx1* is actually expressed in wildtype r4 at ~10hpf, but this expression disappears coincident with the onset of *hoxb1a* expression (Fig. 5b), again suggesting that *hoxb1a* may repress *gbx1* expression. To test this directly, we overexpressed *hoxb1a* by injection of synthetic mRNA into 1–2 cell stage embryos and assayed *gbx1* expression at 24hpf by ISH. We find that ~ 80% (27/34) injected embryos display a clear decrease in *gbx1* hindbrain expression (Fig. 5c). We conclude that *hoxb1a*, either directly or indirectly, represses *gbx1* expression in r4 (Fig. 5d) and that its expression in r5/r6 is regulated similarly to the genes in the r5/r6 gene-set.

**Fig. 5:**
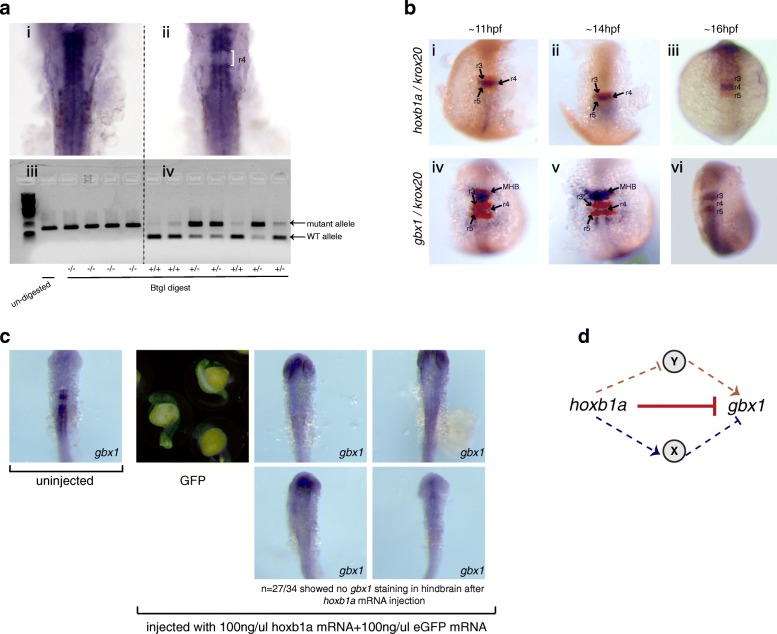
*gbx1* expression is repressed by *hoxb1a* in r4. **a** *gbx1* expression is restored in *hoxb1a* mutant embryos. Embryos from a cross of *hoxb1a* heterozygous parents were assayed by ISH for *gbx1* expression, producing two phenotypes (i, ii). Subsequent genotyping revealed that homozygous *hoxb1a* mutants express *gbx1* in r4 (ii, iv). **b** *gbx1* is initially expressed in r4 (iv), but disappears (v, vi) when *hoxb1a* expression is activated (i, ii, iii). **c** A mixture of *hoxb1a* and GFP mRNA was injected into 1-cell stage embryos and successfully injected embryos (identified by GFP expression) were stained for *gbx1* expression at 24hpf. The observed reduction in *gbx1* expression demonstrates that *hoxb1a* is capable of repressing *gbx1* expression. **d** Hypothetical model depicting the potential relationship between *gbx1* and *hoxb1a*. *hoxb1a* could either repress *gbx1* directly (solid red T bar) or indirectly by activating a repressor (X; blue arrow) or repressing an activator (Y; orange T bar)

### *gas6, gbx1, sall4, egfl6, celf2* and *greb1l* function is not required for r4-r6 formation

Considering the number of genes assigned to the r4 and r5/r6 gene-sets by our database search, it is surprising that previous large-scale mutagenic screens identified only a few genes required for r4-r6 formation [22, 33, 37]. While this finding may indicate redundancy in the r4 and r5/r6 GRNs, the fact that targeted mutagenesis studies have identified additional genes required for r4-r6 formation (e.g. PG1 *hox* genes [24–26, 67–69] and *krox20* [38, 70]) may instead suggest that the original screens did not reached saturation. To directly test if genes in the r4 and r5/r6 gene-sets are required for rhombomere formation, we selected six genes (*gas6, sall4, egfl6, celf2, greb1l* and *gbx1*) for further analysis. Germline mutations for four of these genes (*sall4, egfl6, celf2 and greb1l*) have been generated by community-based mutagenesis projects [59, 71] and are available from the zebrafish resource center (ZIRC; Table 1). These four mutations were procured from ZIRC in the form of fertilized embryos and raised in our laboratory. Genotyping and sequencing confirmed the presence of the expected mutations (Table 1) (Additional file 8: Figure S6). Since *gas6* and *gbx1* mutants were not available from the resource center, we generated these by CRISPR/Cas9-mediated mutagenesis. We designed a sgRNA targeting the *gas6* start codon in exon 1 and identified two *gas6* mutant founders from five fish screened (Fig. 6a-c). One founder did not transmit mutation to its offspring (*n* = 0/92), but the other transmitted mutations to 20% (*n* = 12/60; Table 2) of its F1 offspring. Sequencing revealed that this founder transmitted four different mutant alleles (Additional file 9: Data S1) where each allele carried a different four nucleotide deletion, but translation of each mutant allele is nevertheless predicted to produce an out of frame product that terminates at the same premature stop codon (residue 99; Fig. 6d) (Additional file 9: Data S1). ISH and RT-qPCR analyses further revealed that *gas6* transcripts are lacking in *gas6* mutants, possibly as a result of nonsense-mediated mRNA decay (Fig. 6e). In an analogous fashion, a sgRNA was designed to exon 1 of *gbx1* (Additional file 10: Figure S7A) and we identified two founders (Additional file 10: Figure S7B) (Table 2). Of the two founders, only one produced offspring and this founder transmitted two different mutations. Both of these alleles produce premature STOP codons N-terminal to the homeodomain (Additional file 10: Figure S7D) (Additional file 11: Data S2).

**Table 1:** Mutant lines obtained from ZIRC

Gene name	Mutant ID	Chromosome location	Exon affected	Mutation	Consequence	Amino acid affected
*greb1l*	sa17608	chr2:11980696	1 of 32	T > A	nonsense	41 of 1942aa
*celf2*	sa33469	chr4: 17566280	2 of 13	A > T	nonsense	28 of 514aa
*egfl6*	sa21615	chr9: 54710599	8 of 12	G > A	disrupted splice site	277 of 506aa
*sall4*	sa14110	chr23: 39233081	2 of 4	C > T	nonsense	695 of 1091aa

**Fig. 6:**
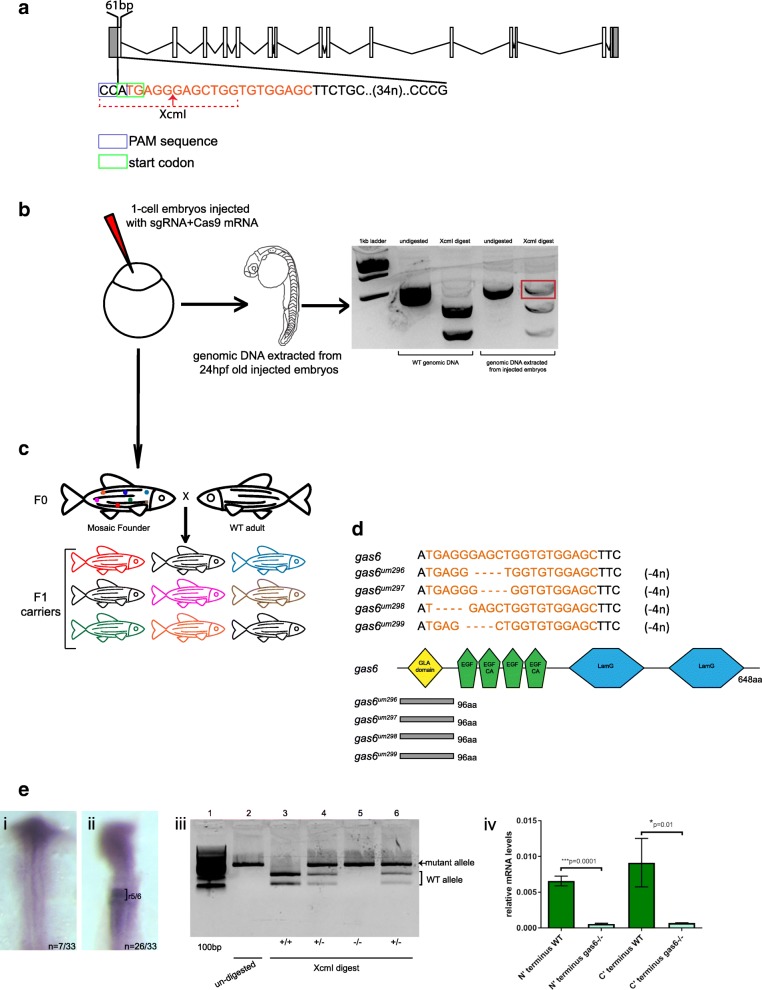
Scheme for generating *gas6* mutant line. **a** Schematic showing the 20 nucleotide (orange text) target site in exon 1 of *gas6*. CAA represents the PAM sequence (blue box) and ATG (green box) is the start codon. XcmI target sequence is indicated by the dotted red line, the red arrow denotes the cut site. **b** sgRNA and Cas9 mRNA was injected into 1-cell stage embryos. Injected embryos were raised to 24hpf and genomic DNA was extracted from a pool of embryos. XcmI digest of PCR products amplified from genomic DNA (extracted from injected embryos) reveal the presence of a mutation (red box in gel). **c** Injected embryos were raised to give rise to F0 adults. These fish were crossed with WT adults to raise the F1 generation. At 3 months age, genomic DNA was extracted from fin-clips from individual F1 fish and genotyped as in panel B. **d** Sequencing of F1 genomic DNA revealed transmission of four different mutant alleles (um296, um297, um298, um299), each with a different 4 nucleotide deletions (orange dashes). Each mutant allele codes for 96 out of frame amino acids (gray boxes) followed by a premature stop codon. **e** One quarter of the embryos collected from a cross of two heterozygous parents lack *gas6* expression in r5/r6 (i). XcmI digest of PCR products amplified from genomic DNA extracted from embryos lacking *gas6* expression were homozygous for mutant *gas6* allele (iii, lane 5). cDNA was synthesized from total RNA extracted from WT and homozygous *gas6* mutant fish. Quantitative RT-PCR using two different primer pairs (targeting the N and C termini, respectively) shows that homozygous *gas6* mutants have significantly lower levels of *gas6* mRNA (iv)

**Table 2:** Summary of transmission and viability of mutant lines

Gene name	F0 generation	F1 generation	F2 generation
*gas6*	5 fish screened, 2 founders	Founder 1: 12/60 carried mutations; transmitted 4 different alleles, each resulting in a frame-shift mutation Founder 2: 0/92 carried mutations	5/16 homozygous mutant
*gbx1*	2 fish screened, 2 founders,	Founder 1: 34/48 carried mutations; transmitted 4 different alleles – 2 resulted in frame-shift mutations, 2 did not Founder 2: did not produce offspring	0/15 homozygous mutant
*sall4*	N/A	^a^8/24	5/21 homozygous mutant
*greb1l*	N/A	^a^10/24	5/34 homozygous mutant
*celf2*	N/A	^a^12/24	^b^1/21 homozygous mutant
*egfl6*	N/A	^a^16/24	^c^6/24 homozygous mutant

^a^ZIRC provided offspring of a F1 heterozygous carrier and a WT fish; thus, 50% should be heterozygous carriers

^b^1 homozygous fish identified, it was crossed with a heterozygous sibling for all in situ analyses

^c^homozygous mutants do not breed, all in situ analyses were thus done on crosses of heterozygous carriers

In order to assess whether *gas6, gbx1, sall4, egfl6, celf2* and *greb1l* are required for rhombomere formation, we assayed expression of *hoxb1a* in r4, *krox20* in r3 and r5, *pax2* at the MHB boundary and in the otic vesicle, as well as of *hoxd4a* in r7 and anterior spinal cord, by ISH in each of the mutant lines. Upon breeding the mutant lines, we noted that the *gas6, sall4, greb1l and egfl6* lines produced homozygous mutants at close to the expected ratio, while the *celf2* and *gbx1* lines produced few, or no, homozygous mutant offspring (Table 2). This is in agreement with previously published information were *gbx1* mutants obtained via ENU mutagenesis, were also not viable as homozygotes [72]. We also find that homozygous *gas6, sall4,* and *greb1l* mutants are fertile, but homozygous *egfl6* mutants are not. Therefore, our functional analyses made use of offspring from crosses of homozygous mutant parents for *gas6, sall4* and *greb1l,* but offspring of heterozygous carriers for the other lines. Strikingly, we do not detect gene expression changes in any of the mutants (Fig. 7). We also do not detect any defects in rhombomere size, in the spacing of the rhombomere expression domains, or in the integrity of rhombomere boundaries. As a further test of rhombomere development, we examined the differentiation of rhombomere-specific neurons. Specifically, we used immunochemistry to visualize reticulospinal Mauthner neurons in r4 (Fig. 7, column iv) and nVI abducens neurons in r5/r6 (Fig. 7, column iii). Results from this analysis revealed the presence of normal and properly patterned neurons in each of the mutants. Hence, our results suggest that the *gas6, gbx1, greb1l, celf2, egfl6*, and *sall4* genes may not be required for rhombomere-restricted gene expression or neuronal differentiation in the zebrafish hindbrain, although – since we did not assay all aspects of hindbrain development – we cannot exclude the possibility that these genes have other roles in hindbrain development.

**Fig. 7:**
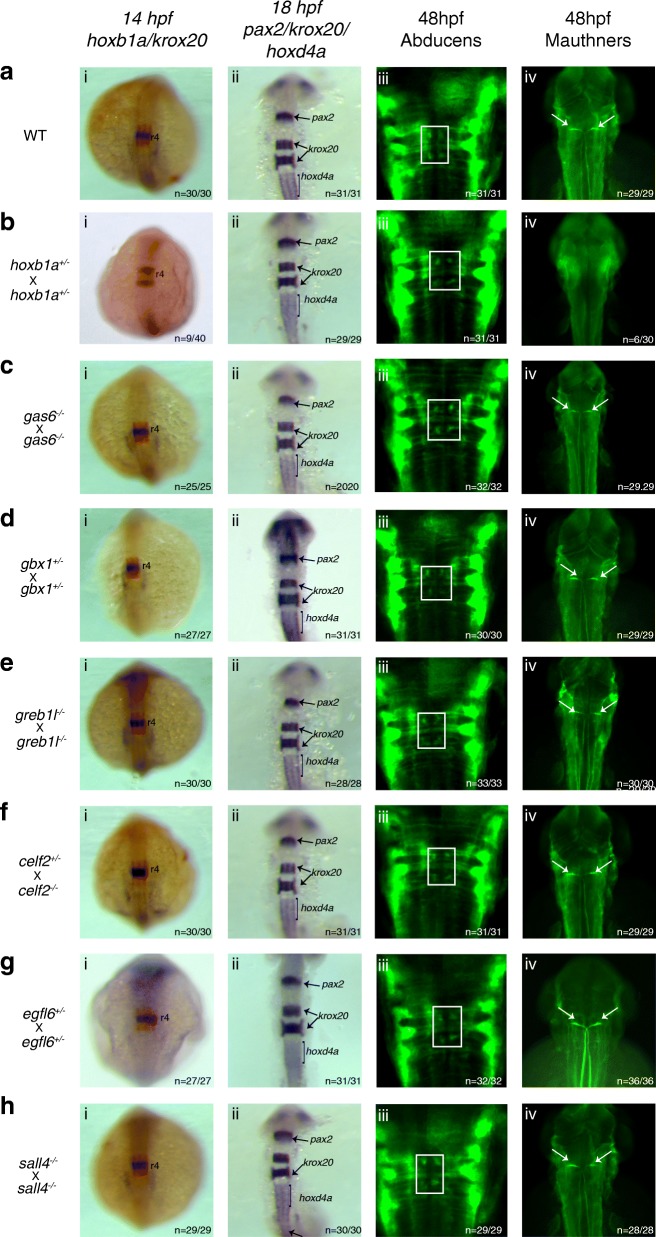
*gas6, gbx1, sall4, egfl6, celf2* and *greb1l* function is not required for r4-r6 formation. ISH for hindbrain markers (i) *hoxb1a* (blue, r4) and *krox20* (red r3/5), (ii) *pax2* (MHB), *krox2*0 (r3/5) and *hoxd4a* (r7-anterior spinal cord), and immunostaining for neuronal markers detecting (iii) abducens motor neurons (four green dots in white boxes) in r5/r6 and (iv) Mauthner neurons (white arrows) in r4 was carried out on embryos collected from an **a** cross of WT fish, **b** cross of *hoxb1a* heterozygous mutants, **c** cross of *gas6* homozygous mutants, **d** cross of *gbx1* heterozygous mutants, **e** cross of *greb1l* homozygous mutants, **f** cross of a *celf2* heterozygous and a homozygous mutant, **g** cross of *egfl6* heterozygous mutants and **h** cross of *sall4* homozygous mutants. All embryos are oriented in dorsal view with anterior to the top. Embryos collected at 14hpf and 18hpf were imaged as whole-mounts. 48hpf embryos were flat-mounted for imaging

### A detailed analysis of *gas6* mutants does not reveal hindbrain defects

To examine the possibility that the mutant lines may have subtle phenotypes that went undetected by our initial screening, we selected the *gas6* mutant for in-depth analysis. Since *krox20* and *valentino* expression is unaffected in *gas6* mutants (Fig. 7Ci, ii and Fig. 8Ai), we reasoned that *gas6* might act downstream of these TFs and therefore examined expression of two later-acting r5/r6 genes (*hoxb3a* and *hoxa3*). However, we find that expression of both genes persists in *gas6* mutants (Fig. 8Ai and ii). We also examined the migration of nVII facial motor neurons from r4 into r5/r6 (Fig. 8Aiv, blue bracket), but do not detect any disruptions of this process in *gas6* mutants. Lastly, r5 and r6 are the source of the initial wave of oligodendrocyte precursor cells (OPCs) (Fig. 8Av) in the hindbrain and we therefore examined expression of *olig2* (a gene required for OPC formation) and *dm20* (a marker of differentiated, myelin-producing oligodendrocytes) (Fig. 8Avi) in *gas6* mutants, but do not find oligodendrocyte formation to be affected in *gas6* mutants*.*

**Fig. 8:**
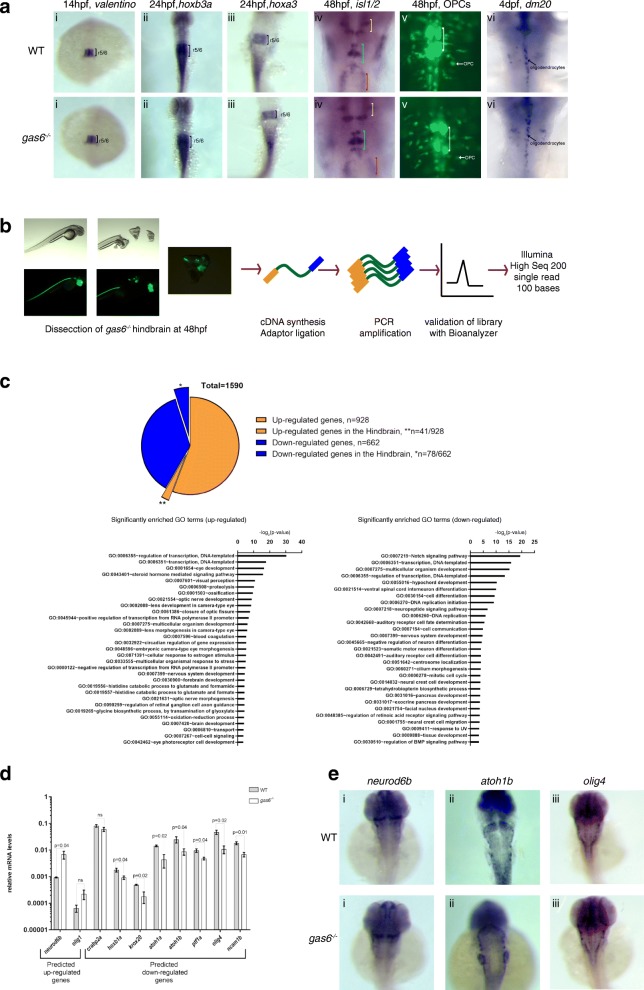
*gas6* may only have subtle roles in caudal hindbrain development. **a** WT and *gas6* mutant embryos were assayed for expression of *valentino* (r5/r6) (i), *hoxb3a* (r5-spinal cord) (ii), *hoxa3* (r5/r6) (iii), *islet1* (cranial nerves)(iv) and *dm20* (oligodendrocyte marker) (vi) by ISH, as well as for the presence of OPCs and abducens neurons by crossing to the *Tg (olig2:EGFP)*^*vu12*^ line (v). In column (iv), yellow brackets mark cranial nerve V, blue brackets mark cranial nerve VII and red brackets mark cranial nerve X. White brackets indicate the presence of abducens (cranial nerve VI) in column (v). **b** Schemes showing RNA-seq library synthesis. Hindbrain tissue was dissected from 48 hpf *gas6* mutant embryos in the *olig2:eGFP* background. Total RNA was collected from pools of hindbrain tissue and was used in library synthesis following the TruSeq Stranded mRNA Library Prep Kit (Illumina) protocol. **c** 1590 differentially expressed genes were identified from RNA-Seq where 41 out of the 928 up-regulated genes and 78 out of the 662 down-regulated genes were expressed in the hindbrain. GO terms related to Biological Processes were identified in both up-regulated and down-regulated genes using DAVID. **d** A subset of differentially expressed genes was validated via qPCR from independently collected hindbrain tissue samples. **e** ISH analysis of representative differentially expressed hindbrain genes (i) *neurod6b*, (ii) *atoh1b* and (iii) *olig4* show no detectable change in expression pattern in *gas6* mutant embryos

For a more global view of potential defects in *gas6* mutants, we used RNA-seq to compare gene expression between homozygous *gas6* mutants and wildtype embryos. Since *gas6* is expressed exclusively in the hindbrain, we made use of dissected hindbrains from wildtype and *gas6* mutants at 48 hpf (Fig. 8b). Our analysis identified 1590 genes with a 2-fold or greater change in expression between wildtype and mutant hindbrains (928 up-regulated and 662 down-regulated in *gas6* mutants) (Additional file 12: Table S3) (Fig. 8c). Subsequent RT-qPCR analysis on ten differentially expressed genes (*olig1, neurod6b, crabp2a, hoxb1a, krox20, atoh1a, atoh1b, ptf1a, olig4* and *ncam1b*) confirmed the gene expression changes observed by RNA-seq (Fig. 8d). Using the DAVID functional annotation tool [73], we find enrichment for genes associated with developmental processes like “nervous system development”, “forebrain development”, and “neural crest development”, but only a few genes are associated with each GO term. Furthermore, comparison to the hindbrain-expressed genes identified in our database search (Additional file 2: Table S1) revealed that only ~ 7.5% of the genes differentially expressed in *gas6* mutants (41 up-regulated and 78 down-regulated; Fig. 8c) (Additional file 12: Table S3) are expressed in the hindbrain. However, when we use ISH to assess expression one upregulated (*neurod6b*) and two downregulated *(atoh1b* and *olig4*) genes, we do not detect any differences between wildtype and *gas6* mutant embryos (Fig. 8e). We conclude that disruption of *gas6* leads to changes in hindbrain gene expression, but these changes are too subtle to be detected by ISH and do not seem to affect rhombomere formation or neuronal patterning.

## Discussion

Our goal for this study was to identify novel genes required for caudal hindbrain development and to position them within the corresponding GRN (Fig. 9). We used the ZFIN database to identify 84 genes that are expressed in r4-r6, but that are relatively uncharacterized. We focused on 22 representative genes and find important differences between r4 and r5/r6 gene expression. In particular, we find that r4 genes are under the combinatorial regulation of RA and *hoxb1b* while r5/r6 genes are under control of RA, FGF, *hnf1ba* and *valentino* in a regulatory arrangement where the loss of any one of these factors disrupts r5/r6 gene expression. Additionally, we identified several novel interactions between the r4 and r5/r6 gene-sets. This includes the repression of *dusp6, spry1* and *egfl6* by *hnf1ba* and repression of *gbx1* by *hoxb1a* (Fig. 9). We also analyzed germline mutants for six genes (*gas6, gbx1, sall4, eglf6, celf2*, and *greb1l)*, but we do not detect hindbrain defects in any of the mutants. However, transcriptome profiling of *gas6* mutants identified differentially expressed genes involved in a variety of hindbrain related developmental processes – leading us to speculate that *gas6* may play subtle roles in hindbrain development. Thus, our study suggests that the regulatory logic differs in r4 versus r5/r6, but that both GRNs are relatively robust with a limited number of genes being absolutely required for their integrity.

**Fig. 9:**
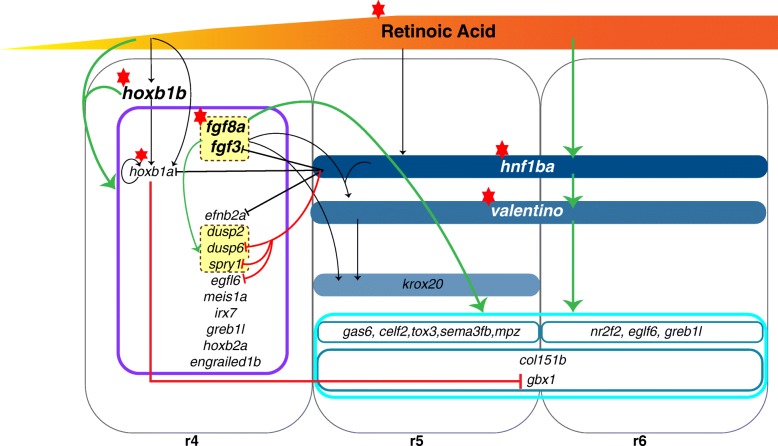
Proposed model depicting the GRN in the caudal hindbrain. Black arrows and bars represent regulatory relationships known prior to this study. Green arrows and red T bars represent relationships uncovered in this study. In this model, arrows (activating) and T bars (repressive) indicate interactions that have been observed, they do not indicate whether the interactions are direct or indirect. All r4 genes regulated by *hoxb1b* + RA are grouped in the purple box. Within r4, *dusp2, dusp6* and *spry1* are regulated by FGF signaling (yellow box). *hnf1ba* represses *dusp6*, *spry1* and *egfl6* expression while *gbx1* expression is repressed in r4 by *hoxb1a*. All r5/r6 genes (light blue box) are regulated by RA, FGF, *hnf1ba* and *valentino.* Red star next to RA, FGFs, *hoxb1b, hoxb1a, hnf1ba* and *valentino* represent the key regulators of the caudal hindbrain – without these factors r4-r6 does not form properly

### The r4 and r5/r6 gene regulatory networks operate by different mechanisms

Previous studies demonstrated that loss of PG1 *hox* function results in a mis-specified r4 [16, 24–26, 28, 29, 74, 75], leading us to hypothesize that all r4 genes are regulated by PG1 *hox* genes. Surprisingly, our ISH analysis of the r4 gene-set revealed continued expression in PG1 *hox* mutants. We note that, since PG1 *hox* mutants show defects in neuronal differentiation [24–26], *hoxb1a* and *hoxb1b* must regulate genes involved in neural differentiation. However, such genes are likely to be expressed in only a subset of cells in r4 and would not have been included in the r4 gene-set used for our analysis (which was restricted to genes expressed throughout r4). While a recent report indicates that expression of *fgf* pathway components is affected in *hoxb1b* mutants [26], we do not observe this, possibly due to differences in sensitivity of the ISH protocols used. Additionally, while our transcriptome analysis of *hoxb1b* mutants identified differentially expressed genes present in the hindbrain, the expression changes were relatively subtle. These results suggest that r4 gene regulation may require other factors in addition to PG1 *hox* genes. Indeed, we observe complete loss of expression of all tested r4 genes when *hoxb1b* and RA function is simultaneously disrupted, demonstrating that both factors are required to control r4 gene expression. Since RA signaling is unaffected by loss of PG1 *hox* function [26], these factors likely act in parallel (Fig. 9) – although it is unclear whether the combinatorial regulation by RA and *hoxb1b* acts directly at each r4 gene, or at an intermediary factor required to drive r4 gene expression. It is also unknown how RA signaling is initiated. A recent report concluded that RA signaling in the hindbrain is under control of *pbx* genes [26], but this effect is somewhat subtle, indicating that other as yet unknown factors may also control the RA pathway.

In r5/r6, the available data predict a relatively linear pathway where RA, FGF, *hnf1ba* and *valentino* control r5/r6 identity and disruption of any one of these factors causes r5/r6 defects. Additionally, at least in mice, r5 cells adopt an r6 fate in the absence of *krox20* [76, 77] and combined mutations in the mouse PG3 *hox* genes *Hoxa3* and *Hoxb3* result in loss of r5/r6 specific abducens motor neurons [78], suggesting that *krox20* and PG3 *hox* genes are also required for r5/r6 formation. In accordance with the prevailing model, we find that expression of all tested genes from the r5/r6 gene-set is abolished in *hnf1ba* and *valentino* mutants, as well as upon disruption of RA or FGF signaling. Notably, there are combinatorial interactions also in r5/r6 – for instance, *hnf1ba* and FGF act together to drive *valentino* expression [23, 30] – but the mechanism of combinatorial regulation differs between r4 and r5/r6. In r4, *hoxb1b* and RA function together to drive gene expression and either factor is sufficient to support expression. However, in r5/r6, neither *hnf1ba* nor FGF is sufficient to support r5/r6 gene expression. Hence, the r4 GRN appears less susceptible to disruptions than the r5/r6 GRN (Fig. 9). It is not clear why this would be the case, except that r4 is the earliest rhombomere to form and it acts as a key signaling center during hindbrain development, raising the possibility that there may have been greater evolutionary pressure to ensure that r4 forms properly.

### Repressive interactions may represent a key function of the hindbrain GRNs

Cross-talk between r4 and r5/r6 genes is a crucial part of establishing rhombomere boundaries and maintaining the uniqueness of each rhombomere. An example of this is seen in *hnf1ba* mutants where there is posterior expansion of the r4 genes *hoxb1a, fgf3,* and *efnb2a* into the mispatterned r5/r6 domain [23]. In this study, we identified *dusp6* (Fig. 1Civ), *spry1* (Fig. 1Div), and *eglf6* (Fig. 1Miv) as additional r4 genes whose expression domains are defined by *hnf1ba-*mediated repression. Importantly, *hnf1ba* is thought to act primarily as a transcriptional activator [79], raising the possibility that *hnf1ba* controls expression of a transcriptional repressor in r5/r6. Such an indirect effect may be mediated by *krox20*, which represses *Hoxb1* (murine ortholog of zebrafish *hoxb1a*) expression in r4 [80–84]. In particular, *krox20* activates the expression of Nab proteins, which are known negative regulators of transcription – making them possible candidates for mediating the effect of *hnf1ba* in repressing r4 gene expression [85]. Furthermore, the fact that only a subset of r4 genes is repressed by *hnf1ba*, suggests that additional factor (s) might be responsible for repressing the remaining r4 genes in an *hnf1ba*-independent manner.

We did not detect a reciprocal role for PG1 *hox* genes in repression of r5/r6 gene expression, but our experiments did demonstrate *hoxb1a*-mediated repression of *gbx1* in r4 (Fig. 3Hiii and Fig. 5Ai). We do not know the mechanism for this repression, but it may be indirectly mediated by Nlz proteins – members of a subfamily of zinc-finger proteins. Previous work demonstrated that Nlz proteins, which are found in r4, act as transcriptional repressors and *nlz* loss of function leads to gene expression from adjacent rhombomeres expanding into r4 [86–91]. Since *nlz1* expression is regulated by PG1 *hox* genes [87], *gbx1* repression may be indirectly mediated by *hoxb1a* via Nlz proteins.

### Members of the r4 and r5/r6 gene sets are not essential for hindbrain development

To test if members of the r4 and r5/r6 gene sets regulate caudal hindbrain formation, we analyzed germline mutants for six genes (*gas6, gbx1, sall4, eglf6, celf2*, and *greb1l*)*.* Our results reveal that in all of these mutant lines, hindbrain patterning and the subsequent development of the r4-specific Mauthner neurons, and the r5/r6-specific abducens neurons are normal. Indeed, detailed transcriptome analysis of *gas6* mutants identified differentially expressed genes involved in neuronal development, but the expression changes are subtle and cannot be detected by ISH. We cannot fully exclude the possibility that some residual gene activity persists in the specific mutants assayed. For instance, the *egfl6* mutation affects a splice junction and some mutants may also harbor maternal transcripts or proteins. However, in three cases (*gas6, sall4* and *greb1l*), we were able to assay the offspring of homozygous mutant parents, which eliminates the concern with maternal products. Furthermore, the viability of homozygous *gbx1* and *celf2* mutants was reduced, while *egfl6* homozygous mutants were infertile, demonstrating that these genes are important, just not for hindbrain development. Based on these analyses, it appears that most members of the r4 and r5/r6 gene sets may not be individually essential for hindbrain development. Accordingly, we recently found that *dusp6* and *dusp2* homozygous mutants also have normal hindbrain and neuronal pattering [55]. Hence, our data suggest that caudal hindbrain development is robust, and genes involved in this process most likely have redundant roles such that the loss of a single gene will not cause gross developmental defects. However, we note that these analyses are not exhaustive. In particular, previous genetic screens were not performed to saturation and most r4-r6 genes identified herein have not yet been tested by deletion in the germline. It therefore remains possible that additional key genes acting in r4-r6 will be identified.

## Conclusion

Gene regulatory networks are inherently complex, and this has been demonstrated in a variety of developmental processes in several model organisms. In this study we successfully positioned 22 previously uncharacterized genes into the existing GRN governing caudal hindbrain formation in the zebrafish (Fig. 9). Analysis of six mutant lines indicated that these genes are not absolutely required for r4-r6 formation but may have subtle roles. This leaves the previously reported factors RA, FGF, *hoxb1a, hoxb1b*, *hnf1ba* and *valentino* as key regulators of r4-r6 formation in the zebrafish. By extrapolation from work in the mouse [76–78], it is likely that *krox20* and PG3 *hox* genes also play a role in r4-r6 development in the zebrafish. While this may seem to be a small number of essential genes, there are other GRNs that have a limited number of core regulatory factors, like that of the transcriptional network regulating ES cells. Biochemical and bioinformatic studies done in both mice and humans show that Oct4, Sox2 and Nanog are the master regulators controlling the pluripotency and self-renewal of embryonic stem cells. While there are other TFs are involved in the larger embryonic stem cell GRN, they all feed into the core Oct4-Sox2-Nanong circuit [92, 93]. In support of the complex nature of GRNs, we demonstrate that regulation of r4 and r5/r6 is achieved via different mechanism. Specifically, our results support a novel model wherein r4 genes are under the combinatorial regulation of RA and *hoxb1b,* whereas r5/r6 genes are downstream of the previously described RA, FGF *hnf1ba* and *valentino* factors. We also identify novel interactions between the two gene-sets where the most striking observation is the repression of *gbx1* by *hoxb1a* in r4 (Fig. 9). In conclusion, our study demonstrates the distinct mechanisms of gene regulation in r4 and r5/r6 which stands as evidence to the complex nature of the GRN governing caudal hindbrain development in the zebrafish.

## Additional files

Additional file 1: **Figure S1.** Genotyping of embryos collected from cross of *hoxb1a* heterozygous parents. Several mutant lines used in this study are not viable as adults. As a result, many embryos used in assays were collected from crosses of heterozygous mutants. To ensure the presence of homozygous mutants in an assayed clutch, embryos were individually genotyped following ISH as outlined in the Methods section. Representative genotyping data for *hoxb1a* mutant embryos stained with (A) *spry1*, (B) *dusp6*, (C) *egfl6* and (D) *greb1l* demonstrate that approximately one quarter of the embryos assayed are homozygous mutant (indicated with asterisks), while 100% of the clutch showed normal staining for the assayed gene.

Additional file 2: **Table S1.** Identification of additional r4, r5 and r6 genes. This file represents the data downloaded from ZFIN and how it was parsed to generate a list of 107 rhombomere-restricted genes expressed in r4, r5 and r6. Sheet 1 lists 1820 genes that are expressed in the hindbrain, rhombomeres 4, 5 and 6. Sheet 2 represents 1194 genes that are expressed in the hindbrain, rhombomeres 4, 5 and 6 during the first 24 h development. Sheet 4 has the list of 107 genes that re restricted to rhombomeres 4, 5 and 6. Sheets 5, 6 and 7 represent the genes sorted according to their expression location and additional information associated to these genes are also listed in the last three sheets.

Additional file 3: **Figure S2.** Expression of the r4 gene set is unaffected in *hoxb1a* mutants at least until 24hpf. Expression of *hoxb1a* (A), *meis1a* (B), *fgf3* (C) and *egfl6* (D) was assessed in wildtype (i) and *hoxb1a* mutant (ii) zebrafish at 24hpf. The black brackets mark r4 and dotted circles represent the otic vesicles (OV).

Additional file 4: **Figure S3.** Generation and analysis of RNA-seq data from 18 hpf WT and *hoxb1b* mutant embryos. (A) Total RNA was collected from WT and *hoxb1b* mutant whole embryos and used for RNA-seq. (B) 866 differentially expressed genes were identified from RNA-Seq where seven of the 175 up-regulated genes and 78 of the 691 down-regulated genes are expressed in the hindbrain. (C) Top 20 GO terms for up-regulated and down-regulated genes. 

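Table S2 gives the genes behind each GO term, all taken from the list of differentially expressed genes, so their changes follow in part from how they were chosen. Under mesoderm development it lists 11 up-regulated genes, with log2 fold changes from 1.01 to 2.45 and a median of 1.33 in the fit with edgeR. The 8 genes under somitogenesis had a median log2 fold change of 1.17, with a highest value of 1.40. Under myofibril assembly it lists 16 down-regulated genes, with log2 fold changes from -2.04 to -1.11 and a median of -1.36. Every one of these genes passed both criteria.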

(D) A subset of genes was validated by RT-qPCR from independently collected samples.

Additional file 5: **Table S2.** Detailed analysis of WT and *hoxb1b* mutant RNA-seq data. 866 differentially expressed genes identified from the RNA-Seq experiment are listed in sheet 2. All GO terms associated with Biological Processes for both up-regulated and down-regulated genes are shown in sheets 3 and 4. Sheet 5 shows the subset of differentially expressed genes that is expressed in the hindbrain. 

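In sheet 5 of Table S2, the list of hindbrain-expressed genes holds 1674 symbols, and differentially expressed genes among them are marked as up-regulated or down-regulated. Table S1 marks 1187 of these genes as expressed in the first 24 hours after fertilization and 480 as not expressed in that time. A narrower list in Table S1 holds 1194 genes expressed before 24hpf. Of the paper's 85 hindbrain genes, 42 are on the narrower list, among them all 7 that are up-regulated. With the narrower list, 49 of 1033 tested genes (4.74%) were differentially expressed, 7 up-regulated and 42 down-regulated. This comparison was added after the data had been seen.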

In sheet 5, the genes in column A were derived from the ZFIN database (refer to sheet 3 in Additional file 2: Table S1).

Additional file 6: **Figure S4.** Comparison between RNA-seq analyses of *Hoxa1* mutant mouse embryos and *hoxb1b* mutant zebrafish embryos. RNA-seq analysis of *Hoxa1* mutant mouse embryos was recently published in [48]. Comparing the mouse data set (A) with the 866 differentially expressed genes identified by our RNA-seq (B) revealed an overlap of 31 genes (C). Notably, none of these 31 genes has a rhombomere restricted expression pattern.

Additional file 7: **Figure S5.** SU5402 disrupts embryogenesis in *hoxb1b* mutants. Wildtype (i) and *hoxb1b* mutant (ii) zebrafish embryos were treated with SU5402 and assayed at various developmental stages by brightfield microscopy (A, B, F, H), or ISH to detect expression of *efnb2a/krox20* (C), *meis1a/krox20* (D), *irx7/krox20* (E) or *greb1l/krox20* (G). Note that defects in development are readily detectable in *hoxb1b* mutants treated with 50uM SU5402 (Aii, Bii), but not in WT embryos treated with SU5402 (Ai, Bi), nor in *hoxb1b* mutants treated with DEAB (Biii). As a result of these severe developmental defects, *hoxb1b* mutant embryos treated with SU5402 showed no specific staining for the r4 genes tested.

Additional file 8: **Figure S6.** Genotyping data for *sall4, egfl6, celf2* and *greb1l* mutants. *sall4, egfl6, celf2* and *greb1l* mutants generated by TILLING were procured from ZIRC. In each case, the mutation introduces a single nucleotide change (A; red text) causing a premature stop codon, except for *egfl6* where the point mutation disrupts an essential splice site in exon 8. (B) Sequencing traces showing expected single nucleotide changes in each mutant line.

Additional file 9: **Data S1.** Amino acid sequences of wildtype and mutant *gas6* alleles. Amino acid sequences of four mutant *gas6* alleles (um296, um297, um298, um299) aligned to the wildtype sequence shows that all four mutant alleles code for a premature stop codon after 96 amino acids.

Additional file 10: **Figure S7.** Scheme for generating *gbx1* mutant line. (A) Schematic showing the 20 nucleotide (orange text) target site in exon 1 of *gbx1*. CCT represents the PAM sequence (blue box) and ATG (green box) is the start codon. Hpy188III target sequence is represented by the dotted red line, the red arrow denotes the cut site. (B) sgRNA and Cas9 mRNA was injected into 1-cell stage embryos. Injected embryos were raised to 24hpf and genomic DNA extracted from a pool of embryos. Hpy188III digest of PCR products amplified from genomic DNA (extracted from injected embryos) reveal the presence of a mutation (red boxes in gel). (C) Injected embryos were raised to give rise to F0 adults. These fish were crossed with WT adults to raise the F1 generation. At 3 months age, genomic DNA was extracted from fin-clips of individual F1 fish and genotyped as described in panel B. (D) Sequencing of F1 genomic DNA revealed transmission of two different mutant alleles; one allele (um300) has a 26-nucleotide insertion (green text) and the second allele (um301) has a two-nucleotide deletion (orange dashes). The resulting amino acid sequence is shown in the form of grey (amino acid sequence identical to wildtype) and yellow (out of frame amino acid sequence) boxes. Both mutant alleles result in premature stop codons upstream of the homeodomain*.* (E) Hpy188III digest of PCR products amplified from genomic DNA (extracted from individual F2 embryos) reveal the absence of homozygous mutants.

Additional file 11: **Data S2.** Amino acid sequences of wildtype and mutant *gbx1* alleles. Amino acid sequences of two mutant *gbx1* alleles (um300 and um301) aligned to the wildtype sequence shows that the mutant alleles introduce premature stop codons.

Additional file 12: **Table S3.** Detailed analysis of WT and *gas6* mutants RNA-seq data. 1590 differentially expressed genes were identified from the RNA-Seq experiment and is shown in sheet 2. All the GO terms associated with Biological Processes for both up-regulated and down-regulated genes are listed in sheets 3 and 4. Sheet 5 shows the subset of differentially expressed genes that are expressed in the hindbrain.

## Abbreviations

A-P: Anterior-posterior
CNS: Central nervous system
CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats
DE: Differentially expressed
DEAB: Diethylamino-benzaldehyde
Dpf: days post fertilization
ENU: N-ethyl-N-nitrosourea
ES: Embryonic stem
EST: Expressed sequence tag
FGF: Fibroblast growth factor
GRN: Gene regulatory network
hpf: Hours post fertilization
ISH: In situ hybridization
MHB: Mid-hindbrain boundary
MO: Morpholino
OPC: Oligodendrocyte progenitor cell
PG1: Paralog group 1
r: rhombomere
RA: Retinoic Acid
sgRNA: single-stranded guide RNA
TALEN: Transcription activator-like effector nuclease
TF: Transcription factor
TILLING: Targeted Induced Local Lesions
WT: Wildtype
ZFIN: The Zebrafish Information Network
ZFN: Zing finger nuclease
ZIRC: The Zebrafish International Resource Center

# Supplementary material for: Analysis of novel caudal hindbrain genes reveals different regulatory logic for gene expression in rhombomere 4 versus 5/6 in embryonic zebrafish
**Source:** Neural Dev. 2018 Jun 26;13:13. doi: 10.1186/s13064-018-0112-y

A

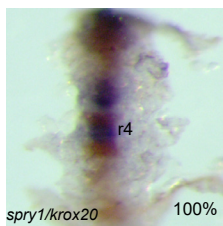

100bp

embryos collected from *hoxb1a<sup>um191+/-</sup>* cross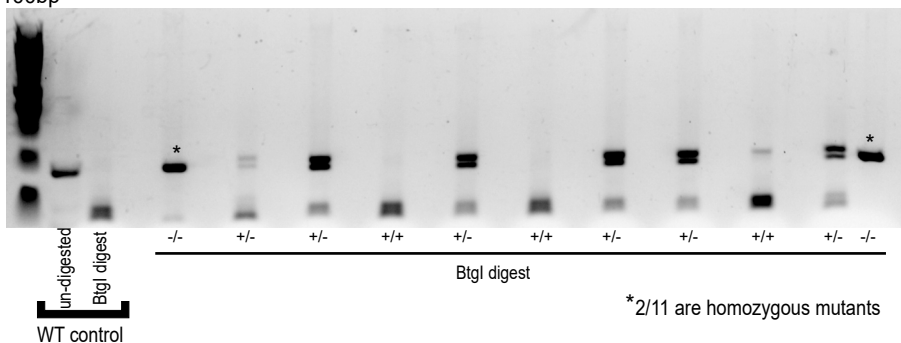

B

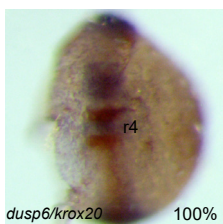

C

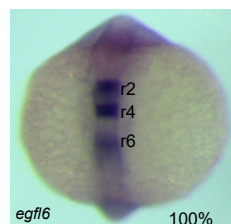embryos collected from *hoxb1a<sup>um191+/-</sup>* cross,embryos collected from *hoxb1a<sup>um191+/-</sup>* cross,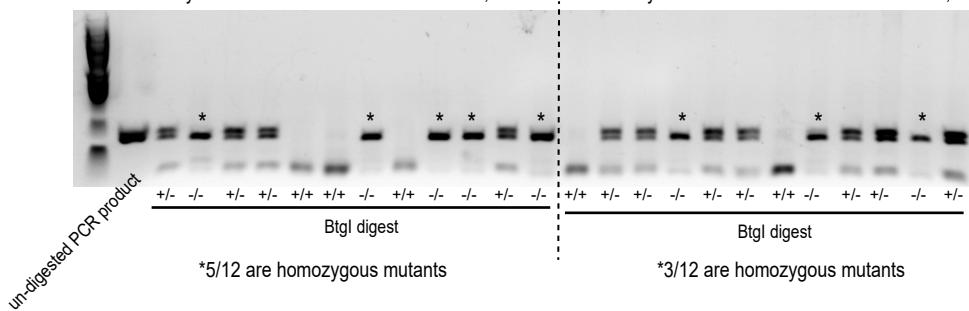

D

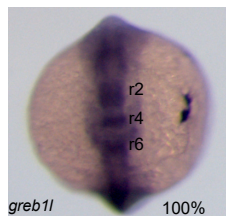embryos collected from *hoxb1a<sup>um191+/-</sup>* cross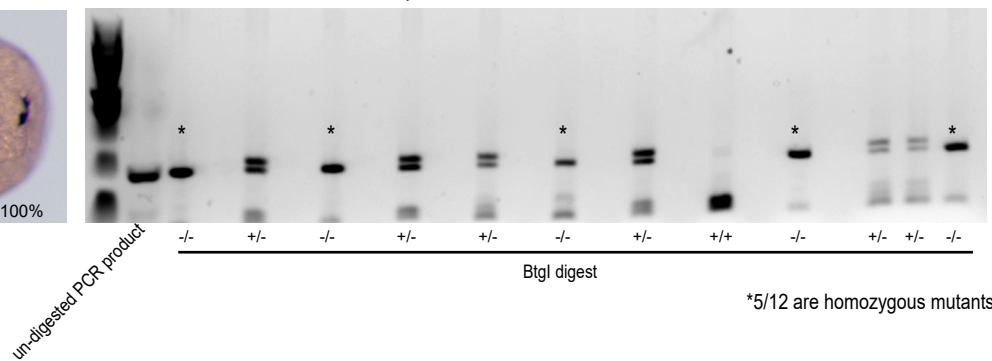

**Supplement:** Supplementary file 1 — Figure S1. Genotyping of embryos collected from cross of hoxb1a heterozygous parents. Several mutant lines used in this study are not viable as adults. As a result, many embryos used in assays were collected from crosses of heterozygous mutants. To ensure the presence of homozygous mutants in an assayed clutch, embryos were individually genotyped following ISH as outlined in the Methods section. Representative genotyping data for hoxb1a mutant embryos stained with (A) spry1, (B) dusp6, (C) egfl6 and (D) greb1l demonstrate that approximately one quarter of the embryos assayed are homozygous mutant (indicated with asterisks), while 100% of the clutch showed normal staining for the assayed gene.

# Supplementary material for: Analysis of novel caudal hindbrain genes reveals different regulatory logic for gene expression in rhombomere 4 versus 5/6 in embryonic zebrafish
**Source:** Neural Dev. 2018 Jun 26;13:13. doi: 10.1186/s13064-018-0112-y
**Supplement:** Supplementary file 6 — Figure S4. Comparison between RNA-seq analyses of Hoxa1 mutant mouse embryos and hoxb1b mutant zebrafish embryos. RNA-seq analysis of Hoxa1 mutant mouse embryos was recently published in [48]. Comparing the mouse data set (A) with the 866 differentially expressed genes identified by our RNA-seq (B) revealed an overlap of 31 genes (C). Notably, none of these 31 genes has a rhombomere restricted expression pattern.

A. 1537 DE genes in *Hoxa1* mutant mice at 10.5dpc. *De Kumar et.al., 2017*

B. 866 DE genes in *hoxb1b* mutant zebrafish at 18hpf

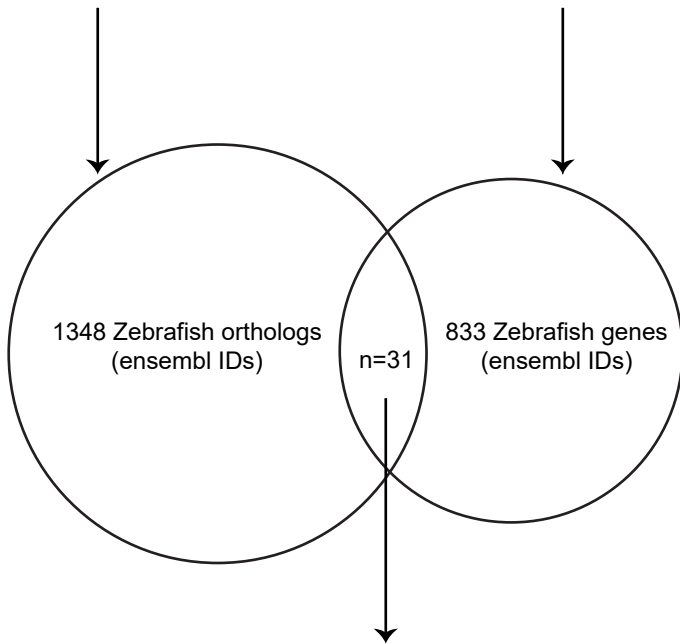

C

|                                                                                          |
|------------------------------------------------------------------------------------------|
| si:dkey-261m9.17(si:dkey-261m9.17)                                                       |
| serpin peptidase inhibitor, clade B (ovalbumin), member 1, like 4(serpinb1l4)            |
| coronin, actin binding protein, 1A(coro1a)                                               |
| B-cell CLL/lymphoma 11Aa(bcl11aa)                                                        |
| integrin beta 3a(itgb3a)                                                                 |
| collagen, type I, alpha 1b(col1a1b)                                                      |
| folistatin b(fstb)                                                                       |
| troponin C type 1b (slow)(tnnc1b)                                                        |
| xenotropic and polytropic retrovirus receptor 1a(xpr1a)                                  |
| Rh blood group, D antigen(rhd)                                                           |
| glutamate receptor, ionotropic, AMPA 2b(gria2b)                                          |
| SH3 domain binding glutamate-rich protein(sh3bgr)                                        |
| glypican 1b(gpc1b)                                                                       |
| aldolase a, fructose-bisphosphate, b(aldoab)                                             |
| internexin neuronal intermediate filament protein, alpha b(inab)                         |
| insulin induced gene 1(insig1)                                                           |
| solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 3a(slc25a3a) |
| collagen, type I, alpha 2(col1a2)                                                        |
| zgc:153405(zgc:153405)                                                                   |
| calsequestrin 1a(casq1a)                                                                 |
| fibrinogen alpha chain(fga)                                                              |
| myosin, light polypeptide 3, skeletal muscle(mylz3)                                      |
| immunoglobulin superfamily containing leucine-rich repeat 2(islr2)                       |
| neurofilament, medium polypeptide a(nefma)                                               |
| ceruloplasmin(cp)                                                                        |
| prolactin(prl)                                                                           |
| monoacylglycerol O-acyltransferase 2(mogat2)                                             |
| stathmin-like 4, like(stmn4l)                                                            |
| premelanosome protein a(pmla)                                                            |
| NOC3-like DNA replication regulator(noc3l)                                               |
| histone 1, H4, like (hist1h4l)                                                           |

# Supplementary material for: Analysis of novel caudal hindbrain genes reveals different regulatory logic for gene expression in rhombomere 4 versus 5/6 in embryonic zebrafish
**Source:** Neural Dev. 2018 Jun 26;13:13. doi: 10.1186/s13064-018-0112-y
**Supplement:** Supplementary file 9 — Data S1. Amino acid sequences of wildtype and mutant gas6 alleles. Amino acid sequences of four mutant gas6 alleles (um296, um297, um298, um299) aligned to the wildtype sequence shows that all four mutant alleles code for a premature stop codon after 96 amino acids.

**Supplemental Data 1: Protein sequences coded by *gas6* mutant alleles**

**WT M R E L V W S F C L V L L C S G F C S P V S V S S (1-25aa)**

**um296 M R W C G A S A S S C C V R A S A L P C P C P R A (1-25aa)**

**um297 M R G C G A S A S S C C V R A S A L P C P C P R A (1-25aa)**

**um298 M S W C G A S A S S C C V R A S A L P C P C P R A (1-25aa)**

**um299 M S W C G A S A S S C C V R A S A L P C P C P R A (1-25aa)**

**WT R Q A H Q F L R R T R R A N Q V F E E T K Q G H L (26-50aa)**

**um296 R P T S S C A E P A E P T R C S R R P N R A T W R (26-50aa)**

**um297 R P T S S C A E P A E P T R C S R R P N R A T W R (26-50aa)**

**um298 R P T S S C A E P A E P T R C S R R P N R A T W R (26-50aa)**

**um299 R P T S S C A E P A E P T R C S R R P N R A T W R (26-50aa)**

**WT E R E C V E E K C T K E E A R E V F E N D P E T E (51-75aa)**

**um296 G S V W R R S A L R R R R G K C S R M T R R R S I (51-75aa)**

**um297 G S V W R R S A L R R R R G K C S R M T R R R S I (51-75aa)**

**um298 G S V W R R S A L R R R R G K C S R M T R R R S I (51-75aa)**

**um299 G S V W R R S A L R R R R G K C S R M T R R R S I (51-75aa)**

**WT Y F Y P K Y Q A C M E R F G D S E K K K Q D L I T (76-100aa)**

**um296 S T P S I R L V W R D L G I Q R R R N R I Stop (76-96aa)**

**um297 S T P S I R L V W R D L G I Q R R R N R I Stop (76-96aa)**

**um298 S T P S I R L V W R D L G I Q R R R N R I Stop (76-96aa)**

**um299 S T P S I R L V W R D L G I Q R R R N R I Stop (76-96aa)**

**WT C V H N I P D Q C S P N P C Y H Y G T V R C E D K (101-125aa)**

**K G E F R C H C F T G W S G A T C Q N D V D E C I (126-150aa)**

**S G N G G C E H V C N N T M G S Y K C S C E D G Y (151-175aa)**

**R L S G H H S C L D V D E C V E T P D V C G S A H (176-200aa)**

**C S N L I G G L E C L C D E G F I Y D N I S R S C (201-225aa)**

**V D V D E C E T H V C E E E C V N T P G S F R C F (226-250aa)**

**C D G R L G K R L S S D M R S C E S I S L D R P L (251-275aa)**

**D M R R N S R S L Y L G R M F S G I P V V R L R F (276-300aa)**

**R R R V Q T G F T A E F D L R T F D P E G V I F F (301-325aa)**

**A G G H L N S S W I V L L V H H G K L E L Q L K Y (326-350aa)**

**G V V S R V T S S G P Q V N D G Q W H K I S V E E (351-375aa)**

**Q G R S L V I K I D R E A V M K I A V N G D L F T (376-400aa)**

**L N K N M H E L N L T V G G V P F R D D G L V S R (401-425aa)**

**V N P R L D G C M K D W R W L T G E D T S I Q E T (426-450aa)**

**I R H N E R M Q C Y A V E D H S A F Y P G H G F A (451-475aa)**

**Y F N H S H G D N Q T L S V H V T L R A A S S M G (476-500aa)**

**V L F A L V R Q D R V P F S I S L S D Y H P G T L (501-525aa)**

**Q W T K H V L V S L G D V V V G S V P V N L S D G (526-550aa)**

**Q T H T V N V T M S G N D S V L E V D A Q L A Q M (551-575aa)**

**E M M E G V D S L D L T S S Y S T F I G G I P D V (576-600aa)**

**S L V S S P V S A F F T G C M D V R V N G Q L L D (601-625aa)**

**V D E A Q H K H N D I R S H S C P L V D T L Q (626-648aa)**

# Supplementary material for: Analysis of novel caudal hindbrain genes reveals different regulatory logic for gene expression in rhombomere 4 versus 5/6 in embryonic zebrafish
**Source:** Neural Dev. 2018 Jun 26;13:13. doi: 10.1186/s13064-018-0112-y
**Supplement:** Supplementary file 11 — Data S2. Amino acid sequences of wildtype and mutant gbx1 alleles. Amino acid sequences of two mutant gbx1 alleles (um300 and um301) aligned to the wildtype sequence shows that the mutant alleles introduce premature stop codons.

**Supplemental Data 2: Protein sequences coded by *gbx1* mutant alleles**

**WT M Q R P S G T G T A F S I D S L I G T P Q P R P G (1-25aa)**

**um300 M Q R P S G T G T A F S I D S L I G T P Q P R P G (1-25aa)**

**um301 M Q R P S G T G T A F S I D S L I G T P Q P R P G (1-25aa)**

**WT H L L Y T G Y P M F M P Y R P L M I P Q A L S H S (26-50aa)**

**um300 H L L Y T G Y P M F M P Y R P L M I P Q A L S H S (26-50aa)**

**um301 H L L Y T G Y P M F M P Y R P L M I P Q A L S H S (26-50aa)**

**WT S L P S G I P P L A P L A S F A G R L T N T F C A (51-75aa)**

**um300 S L P S G I P P L A P L A S F A G R L T N T F C A (51-75aa)**

**um301 S L P S G I P P L A P L A S F A G R L T N T F C A (51-75aa)**

**WT G L G Q G M P S M V A L T T T L P S F S D P P D S (76-100aa)**

**um300 G L G Q G M P S M V A L T T T L P S F S D P I F N (76-100aa)**

**um301 G L G Q G M P S M V A L T T T L P S F S D P P Stop(76-98aa)**

**WT F Y P P Q E M P G P R L G A D G T G M N R Q E S P (101-125aa)**

**um300 C X G V A L E I V S T P R R R C R D P G Stop (101-120aa)**

**WT H D E L K G S E L L N F T E T F Q A V A G E T K L (101-125aa)**

**Y S S D D E K L D L K A A E A A C S D R E D S S A (126-150aa)**

**D S E N E S F S D G N T C A S A S Q K G K L K G G (151-175aa)**

**S Q D A L P P G G S A G K S R R R R T A F T S E Q (176-200aa)**

**L L E L E K E F H C K K Y L S L T E R S Q I A H A (201-225aa)**

**L K L S E V Q V K I W F Q N R R A K W K R I K A G (226-250aa)**

**N V N N R S G E P V R N P K I V V P I P V H V N R (251-275aa)**

**F A V R S Q H Q Q I E P G S R P (276-316aa)**

How the deposited data were processed for this re-analysis (not part of the article)

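The experiment compares the transcriptomes of wildtype embryos and homozygous *hoxb1b* mutants at 18hpf, with 3 libraries of each genotype prepared from pools of whole embryos. Genotypes and replicate numbers were taken from the sample labels, where the replicates of each genotype are numbered 1 to 3. The pairing of same-numbered libraries comes from these numbers alone. The deposited column names number the mutant libraries differently, and a pairing by column names was not used. The labels name no sequencing batch. The RNA-seq of *gas6* mutants, the RT-qPCR and the mouse data were not analysed here.

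The authors deposited estimated counts of reads per gene and library, made on the web interface named in the methods and not normalized, for 13466 genes. They also deposited the result of their own comparison of the genotypes. It gives an adjusted p-value that the authors computed for 13450 of the genes. It also gives a log2 fold change of mutant over wildtype, and the same change as a ratio (fold change), both made by the authors. The paper's text does not name the aligner, the counting program, the genome build or the test. The authors' comparison was used only to set their calls and fold changes beside those computed here.

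Estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 12471 genes. Library sizes were normalized by TMM, and the genotypes were compared with the quasi-likelihood test (glmQLFit, glmQLFTest) with genotype as the only factor. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. The paper's methods give the 2-fold criterion, and the limit on the adjusted p was added because each genotype had 3 libraries. It removed few genes, as the fold change alone called 1045 genes, against 1043 with both. Whether the libraries came from separate pools is not known, so this limit may not cover variation between embryos. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Lists of genes were compared with 10000 random lists drawn from tested genes in the same 20 bins of expression, and with the camera test of limma 3.58.1. Shares were compared with Fisher's exact test and given Wilson intervals at the 95% level. Intervals cover counting error only. Python packages were numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

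Total counts lay between 19139322 and 29146812 per library. A gene with 3 counts or fewer in every library of a genotype was treated as at the floor, and a fold change against it is given as a lower bound. The calls were tested on simulated data in which 200 of 12377 genes were changed. With edgeR and a dispersion of 0.000343, as in these libraries, 200 of the changed genes and 0 others were called. With edgeR and a dispersion of 0.04, the numbers were 197 and 6. DESeq2's shrunken fold changes called 121 of the changed genes at the lower dispersion and 174 at the higher, with 0 others at either. Their median error at the lower dispersion was 0.823 on the log2 scale. Only 200 genes were changed there, whereas 8254 genes here had an adjusted p under 0.05. The shrinkage found in the simulation therefore need not hold for these libraries. All simulated changes were well above 2-fold and in well-covered genes, so changes near 2-fold or at low counts were not tested.

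Hindbrain-expressed, rhombomere-restricted, r4 and r5/r6 genes were read from Table S1, and the paper's calls from Table S2. Symbols were matched as written. Genes are named in the text by a rule. It covers *hoxb1b*, the genes named in the RNA-seq results, the genes of Fig. 1 and Fig. 3, the genes that Table S2 lists as reduced more than 10-fold, members of the marker lists, and the 5 genes with the largest rise and the 5 with the largest fall among called genes whose mutant libraries all lie on one side of the wildtype libraries. Of the last group, genes listed only under clone numbers are not all named. Genes outside the rule are said to be chosen after their values were seen, and the hindbrain genes shared with the mouse data are also outside it.

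Alternatives were DESeq2's size factors, upper quartile and total count scaling in edgeR, DESeq2 1.42.0 with and without shrunken fold changes, no filter, at least 10 counts in every library, unrounded values, a replicate block, stricter and looser criteria, and leaving out each library in turn. Assumed coefficients of variation of 0.2 and 0.4 between embryo pools and the narrower list of genes expressed before 24hpf were added after seeing the data. GC content and transcript length were not examined, because the reference used here holds only gene names and positions.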

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

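The tests of developmental stage with marker lists and within bins of expression, and of stress in the wildtype pools, and the size of shift that would balance the calls, were chosen only after the results had been seen, and the remaining tests below were set before. Table S2 lists GO terms such as somitogenesis and myofibril assembly, and the paper's RNA-seq results concentrate on hindbrain-expressed genes. Marker lists of other tissues and of stress, which those results do not take up, showed large shifts. All were measured in whole embryos, with 3 libraries per genotype.

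The 19 tailbud and presomitic mesoderm genes had a median log2 fold change of 1.07 and were all higher in the mutants, with 12 called (adjusted p = 2.28e-15 from limma's camera test over 13 lists). The 14 skeletal muscle genes had a median of -1.61 and were all lower, with 13 called (adjusted p = 3.35e-115, limma). The 8 erythroid genes had a median of -1.80 and were all lower, with 7 called (adjusted p = 3.96e-53, limma). The 7 pigment cell genes had a median of -1.77 and all were called lower (adjusted p = 8.53e-16, limma). For the lists of lower genes, none of the 10000 random lists had a median as low. The p-values of limma's camera test, here and below, rest on the spread between these libraries. They also use the test's preset correlation between genes, not one estimated for each list. They therefore do not measure variation between embryo pools, and their size should not be read as strength of evidence.

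One candidate explanation is that the mutant embryos were at an earlier stage than the wildtype embryos. It predicts higher tailbud and presomitic mesoderm genes and lower genes of muscle, blood, pigment and hatching gland, and 5 of these 5 lists lay outside the middle 95% of the random lists in that direction. Since 4 of them are the shifts that prompted the explanation, this count restates them and is no separate evidence. A second comparison used hindbrain genes. Of the 332 tested genes that Table S1 marks as not expressed in the first 24 hours, 49 were called lower, against 42 of 1027 marked as expressed then (odds ratio 4.06, two-sided Fisher's exact test, p = 4.69e-10). Much of this goes with expression. In 200 draws of marked-expressed genes with the same expression, a mean of 31.7 and at most 45 genes were called lower. Within bins of expression the odds ratio was 1.90 (Mantel-Haenszel, two-sided permutation test with 10000 permutations, p = 0.0082). The part that remains is consistent with a difference in stage, as a hypothesis.

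Technical explanations for the excess of lower genes were tested too. Under upper quartile, DESeq2 or total count scaling, at least 76.7% of the called genes were lower. With every library thinned to the smallest total the share was 80.2%. Without the 50 most abundant genes, and with total count scaling in place of TMM, it was 78.2%. That value is therefore not the effect of leaving out those genes alone. The excess stayed, but these changes hardly moved the values, so they could not have removed it and do not rule the causes out. The totals of the genotypes overlap, and the other scalings moved the median log2 fold change by at most 0.05. A shift of all genes by 0.32 on the log2 scale would be needed for as many genes to change over 2-fold in each direction, and nothing in the counts fixes the level against which such a shift is measured. Of the 8254 genes with an adjusted p under 0.05, 50.8% were lower, but the normalization centres most genes near no change, so this balance says little about the excess. Transcript length, GC content and the make-up of the pools were not tested. A difference in stage may come from how the pools were collected or from slower development of the mutants, and the libraries cannot tell these apart or separate either from a direct effect of *hoxb1b*. Part of the hindbrain calls may reflect stage.

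The 13 heat shock genes had a median log2 fold change of -1.64, and 12 were lower in the mutants, 8 of them called (adjusted p = 1.36e-65, limma). The exception was *hspb1*, at 0.14. *hsp70l* fell from 73.6 ± 1.77 to 7.65 ± 0.613 CPM (SD, n = 3 each). A stress response in the wildtype pools, from heat or handling, is a candidate explanation. A response limited to heat shock genes would leave endoplasmic reticulum stress genes in place, but the 7 genes of that list were all lower, with a median of -0.77 (adjusted p = 4.35e-13, limma). A broader stress in the wildtype pools, a difference in stage and an effect of the mutation therefore remain, and the data cannot tell them apart. Reads shared between near-identical heat shock genes were not tested.

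A count of 14 genes had at most 3 counts in every library of one genotype and at least 10 in every library of the other, 9 being nearly absent from mutants and 5 from wildtype. All 14 are in the paper's list, and 0 are on the hindbrain list. If reads shared between near-identical genes were the cause, fractional counts would be common among them, but 21.4% had one, against 17.9% of 1893 other genes of similar expression (two-sided Fisher's exact test, p = 0.726). A haplotype that differs between the wildtype and mutant fish could place such genes near each other. Of the 12 that could be placed in gene order, 2 lay within 10 tested genes of another, where random draws gave a mean of 0.207 (one-sided permutation test, p = 0.0991). This does not exclude scattered variants, so a strain difference cannot be told apart from an effect of the mutation.

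The libraries can be split into 3 against 3 in 10 ways. As the genotypes share replicate numbers, they were set beside the 4 splits that part every same-numbered pair, and the other 6 part 1 pair. For the heat shock, endoplasmic reticulum stress, tailbud and presomitic mesoderm, skeletal muscle, erythroid and pigment cell medians, 1 of 4 such splits, the genotypes themselves, gave a result as large, and the same holds for 1 of all 10. The largest medians in another split were 0.54, 0.26, 0.36, 0.52, 0.56 and 0.55 in that order, regardless of sign. Every other split mixes both genotypes in each group, which by itself shrinks a difference between genotypes and widens the spread within groups. The smaller medians therefore follow from the design, and with 10 splits the share is never under 0.1, so these counts show nothing about chance.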

How the results depend on the processing

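The assumed coefficients of variation and the narrower gene list were chosen after seeing the data, and all other alternatives were set before the data were examined. For each change given below, the cause was not tested.

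Under other scalings, other filters, unrounded values, unshrunken or shrunken DESeq2 fold changes, a stricter adjusted p or the fold change alone, between 714 and 1261 genes were called. Shrunken fold changes gave the lowest count and no filter the highest. In these settings 76.7% to 80.8% of the called genes were lower. With each library left out in turn, 1063 to 1113 genes were called, of which 965 to 985 were among the 1043. The r4 genes kept a median log2 fold change between 0.06 and 0.08 and the r5/r6 genes one between 0.05 and 0.07 in the same fits. Total count scaling moved them most, to 0.12 and 0.11.

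Without a fold change criterion there were 8254 genes, 4063 up and 4191 down. Of these, 985 were hindbrain-expressed (424 up, 561 down) and 73 rhombomere-restricted, 50.8% of all were lower, and 97.2% of the lower genes were reduced by less than 4-fold. With glmTreat against a 2-fold change there were 502 genes, 90 up and 412 down, with 44 hindbrain-expressed (4 up, 40 down) and 3 rhombomere-restricted. It called 498 of the paper's 866 and 18 of the 31 shared with mouse, and 71.6% of its lower genes were reduced by less than 4-fold.

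The libraries of a genotype spread so little that the fit has a coefficient of variation of 1.85%. If embryo pools varied by an assumed 0.2, 1003 genes would be called. At an assumed 0.4, which the data do not measure, 263 would be called, 43 up and 220 down, with 15 hindbrain-expressed (1 up, 14 down) and 0 rhombomere-restricted. That fit called 254 of the 866 and 10 of the 31, and 47.7% of its lower genes were reduced by less than 4-fold. With the narrower list of genes expressed before 24hpf, 49 hindbrain genes were called, 42 of them down.

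The share of lower genes reduced by less than 4-fold was 92.8% with DESeq2's shrunken fold changes, 80.6% without a filter and 90.5% with at least 10 counts in every library. Genes reduced by more than 10-fold numbered 3, 31 and 3 in these settings, and 14 to 22 across the fits that each left out 1 library. Of the 14 genes, 10 had fewer than 5 counts in every mutant library, which limits the precision of their fold changes.

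With the replicate number as a block, 1048 genes were called in place of 1043, and 1030 were shared. Deviations of same-numbered libraries of both genotypes correlated across genes at 0.06, 0.02 and -0.00, against -0.05 to 0.04 for other pairs, so the numbers carry no visible pairing.

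Genes whose change lies near 0 reversed. With total count scaling, which moved the median of all genes to 0.04, *hoxb2a* stood at 0.0186 and *hoxc1a* at 0.0398, and *hoxc1a* at 0.0030 without a filter. With each library left out in turn, *hoxb2a* ranged from -0.0696 to 0.0146, *col15a1b* from -0.0165 to 0.0361, *hoxc1a* from -0.0406 to 0.0458 and *hoxb4a* from -0.0195 to 0.0610. Among 155 results for single genes and marker lists, 10 values reversed, and under the alternatives set beforehand 27 became weaker and 4 stronger. Under the assumed coefficients of variation 142 became weaker.

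For the counts of differentially expressed, hindbrain-expressed and rhombomere-restricted genes and for the r4 and r5/r6 medians, 1 of 4 splits that part every same-numbered pair, the genotypes themselves, gave a result as large, as did 1 of all 10. In every other split 0 genes were called at an adjusted p under 0.05 and a 2-fold change, and 2 to 14 at an unadjusted p under 0.05 and a 2-fold change. The largest r4 and r5/r6 medians in another split were 0.05 and 0.03, regardless of sign. Every other split mixes both genotypes in each group, so fewer calls and smaller medians follow from the design, and a share under 0.1 cannot be reached with these 6 libraries.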

Differences from the paper's values

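Chosen only after the result was seen were the fit with an assumed coefficient of variation of 0.4 and the naming of *prdx6*, *prox2* and *zwi*.

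In Table S2 the paper lists 3 genes as reduced by more than 10-fold, and 14 were found here. Of the alternatives set before the data were examined, DESeq2's shrunken fold changes and the filter of at least 10 counts in every library each gave 3. The others gave between 14 and 31.

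For *si:dkey-4p15.3* the paper's log2 fold change is -3.77, and the value here is -3.93. With DESeq2's shrunken fold changes it was -3.71, which is within the spread between libraries of the paper's value. Every other alternative set before the data were examined gave a value between -4.00 and -3.89.

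The paper calls 51 genes that were not tested here, because they fell below the expression filter, and 4 of its 85 hindbrain genes are among them. Without a filter, all 866 and all 85 were called.

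The paper gives *mpz*, *fgf8a*, *cyp26b1* and *desma* as the affected rhombomere-restricted genes. Here *prdx6* passed as well, with a log2 fold change of -1.01 against -0.98 in the paper's comparison. With total count scaling, DESeq2's shrunken fold changes, no filter or without mutant replicate 1, the genes called were those the paper names. Without wildtype replicate 2 or wildtype replicate 3 the call held the same 5 genes as with all libraries. Without wildtype replicate 1 neither *prdx6* nor *fgf8a* was called, and *prox2* was. Without mutant replicate 2 *prox2* was called beside *prdx6* and the genes the paper names, 6 in all. Without mutant replicate 3 the call held 7 genes, losing *fgf8a* and gaining *dusp2*, *prox2* and *zwi*. With all libraries these genes had log2 fold changes of -0.90, -0.97 and 0.82. No rhombomere-restricted gene was called with an assumed coefficient of variation of 0.4, which was chosen after seeing the values, and glmTreat called 3.

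The paper puts the share of lower genes reduced by less than 4-fold at about 93%, and the share found here was 85.9%. DESeq2's shrunken fold changes gave 92.8%, and at least 10 counts in every library gave 90.5%. Without a fold change criterion it was 97.2%. The share was lower than in the main fit without a filter (80.6%), with glmTreat (71.6%) and with each library left out in turn (83.7% to 85.1%).

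The paper's discussion states that no effect on *fgf* pathway components was observed in the *hoxb1b* mutants by ISH. In the RNA-seq of whole embryos, 9 of 11 FGF pathway genes were higher and 11 had an adjusted p under 0.05. Their median log2 fold change was 0.35, and *fgf8a* was the one called. These counts do not tell in which tissue the rise lay. All 19 tailbud and presomitic mesoderm genes were also higher in these libraries, with a median of 1.07. The rise therefore cannot be set against the ISH result in r4.

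The paper states that the list of hindbrain genes in Table S2 derives from sheet 3 of Table S1. The former holds 1674 genes. In the file, the sheet numbered 3 holds 1194, although its column heading speaks of 1674 genes, and the caption of Table S1 gives the list of 1194 as sheet 2.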

Other observations

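The tests of a shared RNA pool, of moderated fold changes and of the entries for *aep1* were chosen only after the results had been seen.

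Other marker lists were measured in the same whole embryos. The paper's statements on *fgf* pathway components rest on ISH or on earlier work, apart from *fgf8*, for which it also reports RNA-seq. Its statements on RA signaling rest on ISH or on earlier work. The 15 neuron genes had a median log2 fold change of -0.75, with 13 lower (adjusted p = 0.000114 from limma's camera test over 13 lists). The 6 hatching gland genes had a median of -0.49 and were all lower (adjusted p = 1.47e-08, limma). The 11 FGF pathway genes had a median of 0.35, with 9 higher (adjusted p = 0.00137, limma). The 12 *hox* genes of paralog groups 1 to 4 had a median of 0.04, from -0.83 for *hoxa1a* to 0.39 for *hoxd4a* (adjusted p = 0.521, limma). The 7 retinoic acid pathway genes had a median of 0.11 (adjusted p = 0.959, limma). They ranged from -1.13 for *cyp26b1* to 0.46 for *dhrs3a*, with 5 higher and 2 lower. All 7 had an adjusted p under 0.05 from edgeR, so genes of this list changed without a shared direction.

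In genes with whole counts, libraries of one genotype differed by little more than counting noise. Over 5213 such genes the mean chi-square per gene between libraries of a genotype was 1.08 to 1.17, where counting noise alone gives 1, and between genotypes it was 16.6 to 22.3. Over 5478 genes with fractional counts it was larger, 1.91 to 2.91 within a genotype. One hypothesis is that the libraries of a genotype were made from one pool of RNA. Separate pools of embryos would be expected to differ most in genes that vary between embryos, but among genes with whole counts the 329 called genes had a value of 1.13 and the 4884 others 1.13. For 12 stage and heat shock genes it was 1.43. Among genes with fractional counts the 246 called genes had a value of 3.13 and 5231 of the others 2.36. This goes the other way, and how far the division of reads between genes adds to it was not tested. Whether the pool was shared therefore cannot be told. If the pool was shared, the p-values describe the difference between a pair of pools and not the variation between embryos. No biological explanation was tested for this.

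Genes near *hoxb1b* might be called because a stretch of the chromosome was carried along with the mutation. Of the 50 tested genes nearest to *hoxb1b* in gene order, 7 were called, against a median of 4 over 10938 windows, at percentile 91.9. The test asked for a percentile above 95, which was not reached. Such a stretch is therefore neither shown nor excluded. Gene order was taken from a newer assembly and covered 97.7% of tested genes.

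The deposited log2 fold changes were smaller than those computed here where counts were low. Among the third of called genes with the lowest expression the median ratio of deposited to computed log2 fold change was 0.733, and it was 0.915 in the middle and 0.984 in the highest. This is consistent with fold changes moderated toward 0 in the authors' comparison. A large gap also arose at high wildtype counts, in the entry with the largest reduction. It had 1605 to 1969 counts in the wildtype libraries and 0 to 34 in the mutant libraries. Its log2 fold change was -6.79 here and -0.89 in the authors' comparison. No biological explanation was tested for these differences, since the same counts underlie both comparisons.

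The entry with the largest reduction carries a clone name that RefSeq gives as a synonym of *aep1*, and a second entry carries another. If reads had only moved between these entries, their sum would be alike in the genotypes, but the summed expression had a log2 fold change of -2.33. Reads moving between these entries do not account for the whole reduction, and reads shared with other genes were not examined. The deposited log2 fold change of the first entry is -0.89. A strain variant in this gene was not tested, so no biological explanation is offered.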
